# Pollen tube emergence is mediated by ovary-expressed ALCATRAZ in cucumber

**DOI:** 10.1038/s41467-023-35936-z

**Published:** 2023-01-17

**Authors:** Zhihua Cheng, Xiaofeng Liu, Shuangshuang Yan, Bin Liu, Yanting Zhong, Weiyuan Song, Jiacai Chen, Zhongyi Wang, Gen Che, Liu Liu, Ao Ying, Hanli Lv, Lijie Han, Min Li, Jianyu Zhao, Junqiang Xu, Zhengan Yang, Zhaoyang Zhou, Xiaolan Zhang

**Keywords:** Fertilization, Plant molecular biology

## Abstract

Pollen tube guidance within female tissues of flowering plants can be divided into preovular guidance, ovular guidance and a connecting stage called pollen tube emergence. As yet, no female factor has been identified to positively regulate this transition process. In this study, we show that an ovary-expressed bHLH transcription factor *Cucumis sativus* ALCATRAZ (CsALC) functions in pollen tube emergence in cucumber. *CsALC* knockout mutants showed diminished pollen tube emergence, extremely reduced entry into ovules, and a 95% reduction in female fertility. Further examination showed two rapid alkalinization factors *CsRALF4* and *CsRALF19* were less expressed in *Csalc* ovaries compared to WT. Besides the loss of male fertility derived from precocious pollen tube rupture as in *Arabidopsis*, *Csralf4 Csralf19* double mutants exhibited a 60% decrease in female fertility due to reduced pollen tube distribution and decreased ovule targeting efficiency. In brief, CsALC regulates female fertility and promotes *CsRALF4/19* expression in the ovary during pollen tube guidance in cucumber.

## Abstract (web summary)

Pollen tube growth is guided towards ovules. Here the authors show that a bHLH transcriptional factor CsALC functions in pollen tube emergence towards ovules to regulate female fertility in cucumber and promotes the expression of two rapid alkalinization factors CsRALF4/19 in the ovary.

## Introduction

Seed production is critically important for sexual propagation in agricultural crops. Successful delivery of sperm cells (contained within the pollen tube) to female gametes enclosed inside the ovary is a prerequisite for seed genesis^1–3^. After germinating on the stigma, pollen tubes extend and navigate along the female reproductive tract (transmitting tract: TT) towards ovules^1,4^ (Fig. 1a). During this process, the pollen tube perceives signal substances from both female sporophytic and gametophytic tissues of the pistil, which guide it towards the embryo sac, where the pollen tube penetrates into the synergid and releases two sperm cells, with one fusing with the egg cell and the other with the central cell^5,6^. Pollen tube guidance can be divided into preovular guidance (before entering into the ovary) and ovular guidance (Fig. 1b); the latter step is further divided into funicular guidance (guidance from the septum surface to the funiculus) and micropylar guidance (guidance from funiculus to micropyle and embryo sac) (Fig. 1c)^5,7,8^. Between preovular and ovular guidance, there is a crucial transition phase called pollen tube emergence, in which pollen tubes exit from the transmitting tract and move onto the septum surface (Fig. 1c).

**Fig. 1:**
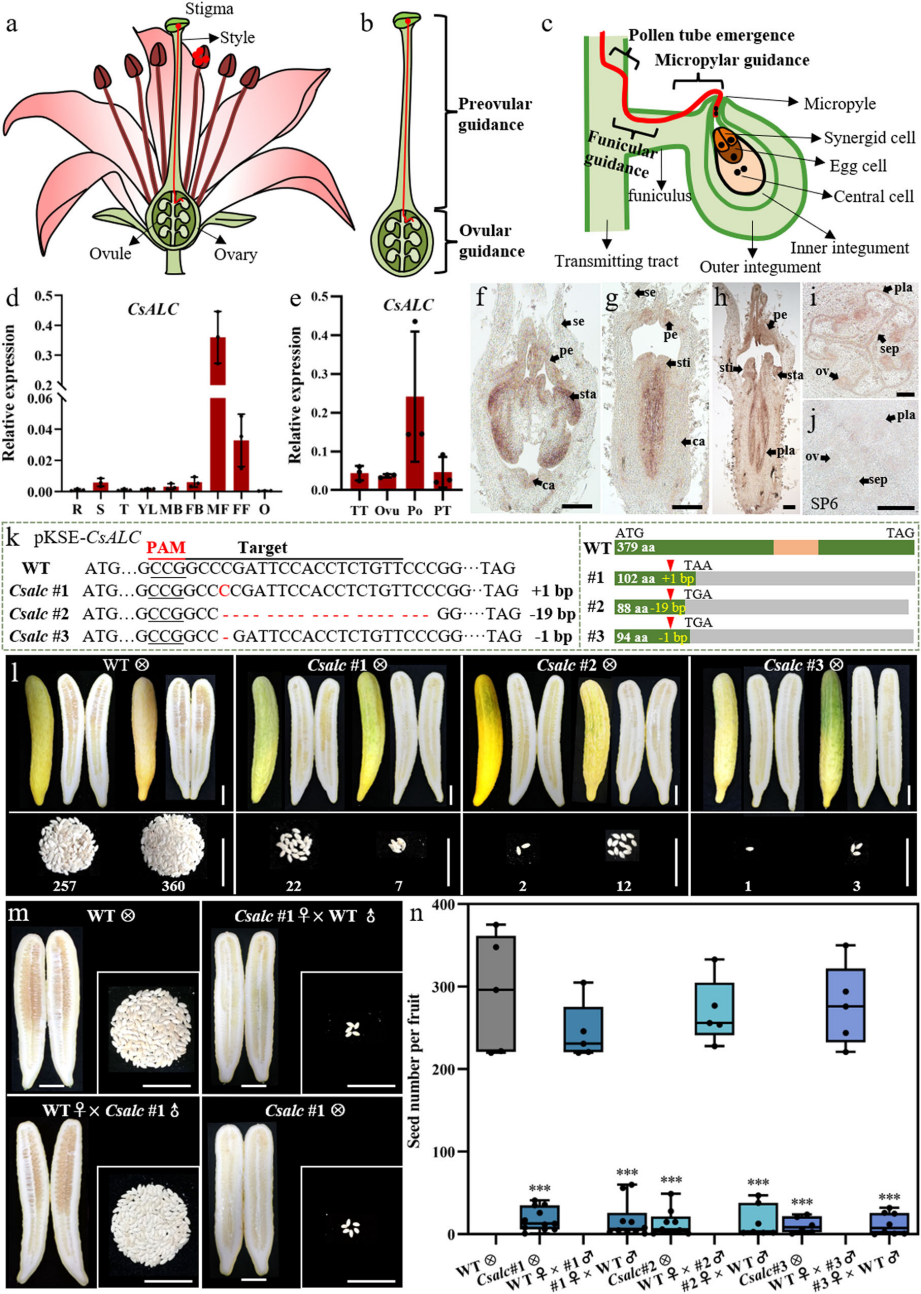
*CsALC* expression pattern in reproductive organs and defective female fertility of *Csalc* mutants by CRISPR-Cas9. **a–c** Schematic diagram of pollen tube guidance during the process of fertilization in flowering plants. **a** Schematic diagram of a flower showing the pollen tube penetrates through the stigma and style, enters the ovary, and targets an ovule. **b** Two phases of pollen tube guidance: preovular guidance and ovular guidance. **c** One pollen tube emerges from the transmitting tract (pollen tube emergence process) by ovule attraction, then extends towards the embryo sac under funicular guidance and micropylar guidance. **d**, **e** qPCR analysis of *CsALC* expression in different cucumber organs. R roots, S stems, T tendrils, YL young leaves, MB male flower buds, FB female flower buds, MF male flowers, FF female flowers, O ovaries at anthesis, TT ovary transmitting tract at anthesis, Ovu ovules at anthesis, Po pollens at anthesis, PT pollen tubes at 3 h after germination. The vertical axis refers to the relative *CsUBI* (CsaV3_5G031430) expression. *n* = 3 biologically independent samples. Error bars represent mean ± SD. **f**–**j** In situ hybridization of *CsALC* in cucumber flower buds. **f** A male flower bud at stage 9. **g**, **h** Longitudinal sections of female flower buds at stage 8-1 (**g**), and 8-2 (**h**). **i** Ovary transection of a female flower bud at stage 9. **j** Ovary transection of a female flower bud at stage 8 hybridized with sense probe of *CsALC* as the negative control. se sepal, pe petal, sta stamen, sti stigma, ca carpel, pla placenta, sep septum, ov ovule. Scale bars = 200 μm. The experiment was repeated three times with similar results. **k** Mutation forms of three homozygous T1 *Csalc* mutant lines by CRISPR-Cas9 system. The target sequence and PAM are marked by a black line and a red line, respectively. Deletions/ insertions are indicated as red dashes/ nucleotides, and corresponding nucleotide sizes are marked after the sequence as a minus or plus, respectively. The right dotted box shows the corresponding protein premature termination. The green/gray boxes indicate the protein-coding region and missense sequences resulting from frameshift mutations, respectively. The orange box in WT represents the bHLH conserved domain in CsALC. aa amino acid. **l** Seed number of wild type (WT) and *Csalc* mutant lines by self-pollination. Pictures represent the mature fruit, its longisection, and all plump seeds harvested from it, with the corresponding number at the bottom. Scale bars = 5 cm. **m** Reciprocal cross between *Csalc* #1 mutant and WT. Scale bars = 5 cm. The experiments were repeated three times with similar results (**l**, **m**). **n** Quantitative analysis of seed numbers from (**l**, **m**). Upmost/lowest lines indicate the maximum/minimum values, box limits indicate the upper and lower quartiles, and lines in boxes indicate the median values of these data. From left to right, *n* = 5, 11, 5, 10, 9, 5, 7, 6, 5, 8 mature fruits. ***p < 0.001, compared to WT (two-sided Student’s *t*-test).

Accurate pollen–pistil interactions occur during the long journey from stigma to ovules, functional disruption of either male gametophytes or female reproductive tissues will bring obstacles to oriented pollen tube growth, and thus lead to failure of double fertilization^9^. Upon landing on the stigma, *Arabidopsis* compatible pollen grains germinate via precise interactions between the pollen and pistil involving POLLEN COAT PROTEIN B-class peptides and ANJEA-FERONIA receptor kinase complex^10^. In tomato (*Lycopersicon esculentum*), LeSTIG1, a cysteine-rich protein secreted from the pistil, can bind to the pollen-specific receptor kinases LePRK1 and LePRK2 to stimulate pollen tube growth^11^. *Arabidopsis* pollen tube-specific cysteine-rich peptides (CRPs), Rapid Alkalinization Factor 4 (RALF4), and RALF19^12,13^, together with their pollen tube located *Catharanthus roseus* Receptor Like Kinase 1 Like (CrRLK1L) receptors BUDDA’S PAPER SEAL1 (BUPS1)/ BUPS2^12^, and ANXUR1 (ANX1)/ ANX2^14,15^, and co-receptors glycosylphosphatidylinositol-anchored proteins (GPI-APs), LORELEI-like-GPI-anchored protein 2 (LLG2) and LLG3^16^, are demonstrated to control pollen tube integrity and growth. Pollen tubes in double mutant *ralf4 ralf19*^12,13^, *anx1 anx2*^14,15^, *bups1 bups2*^12^, *llg2 llg3*^16^ all burst precociously at stigma or not beyond the style, resulting in extension cutoff at preovular stage.

“Ovular guidance” attracts one pollen tube to its target ovule, forming a specific one-to-one relationship^5^. Besides *Arabidopsis* MAGATAMA1 (MAA1: an unknown type protein) and MAA3 (a kind of helicase)^8,17^, several attractant peptides produced from female gametophytes have been identified to govern ovular guidance, including the Gramineae-specific small peptide EGG APPARATUS1 (EA1) in maize^18,19^, defensin-like CRPs LUREs and XIUQIUs in *Torenia fournieri*^20^ and *Arabidopsis*^21,22^. In *Arabidopsis*, the leucine-rich repeat receptor-like kinase (LRR-RLK) PRK6, localized at the pollen tip, was identified as the receptor for LURE1s^23^. Unlike that knock-down of *EA1* gene resulted in ovule sterility in maize, neither *Arabidopsis allure1* septuple mutants nor *prk6* mutant exhibited defects in fertility. Simultaneous knockout of both 7 LURE1s and 4 XIUQIUs led to only a 20% decrease in female fertility, indicating the redundant roles between LURE1s and XIUQIUs, and additional attractants in *Arabidopsis* micropylar guidance^22,24^.

Pollen tube emergence as the transition phase between preovular and ovular guidance refers to the first re-orientation of pollen tubes extending from the transmitting tract to the septum surface before proceeding onto funiculus, which was speculated to be affected by ovules to some extent^5^. In Arabidopsis, pollen tubes that lost the function of two endoplasmic reticulum-localized cation/proton exchangers CHX21 and CHX23 exhibited normal growth but were unable to emerge from the transmitting tract, showing a defect in pollen tube guidance^25^. Recently, pollen tube-expressed RALF6, 7, 16, 36, and 37 were shown to interact with female tissue-located receptor-like kinases FERONIA, ANJEA, and HERCULES RECEPTOR KINASE 1 (HERK1) to control the emergence of a single pollen tube at the septum for each ovule^26^. The multiple mutants of *RALFs* or *RLK* genes showed polytubey phenotype (arrival of multiple pollen tubes to one ovule)^26^. Although it was proposed there exists long-range attraction from ovules, no female sporophytic genes have been identified to positively regulate pollen tube emergence in *planta* so far^5^.

*ALCATRAZ* (*ALC*) encodes a bHLH transcription factor that mediates fruit opening by driving the formation of a separation layer at the valve/replum border that constitutes the dehiscence zone with the lignified layer in *Arabidopsis*^27^. Cucumber (*Cucumis sativus* L.) is an important vegetable crop bearing pepo fruit cultivated worldwide for over 3000 years^28^. In this study, we found cucumber ALC homolog (CsALC) functioned specifically in pollen tube emergence, regulated female fertility, and promoted TT-expressed *CsRALF4/19* during pollen tube growth in cucumber.

## Results

### *CsALC* is highly expressed in reproductive organs of cucumber

To identify putative fruit developmental regulators in the fleshy pepo fruit, the cucumber homolog of *Arabidopsis* bHLH transcription factor ALC, functioning in fruit opening, was searched in Cucurbit Genomics Database (CuGenDB: http://cucurbitgenomics.org/), and named as CsALC (Csa2G356640.1). ALC was reported to be the closest relative to SPATULA (SPT)^29^. Phylogenetic analysis showed there were SPT lineage and ALC lineage within core eudicots (Supplementary Fig. 1a). *CsALC* gene contains six exons and five introns, and its encoded protein is located in the nucleus, with 379 amino acids and a typical bHLH domain (Supplementary Fig. 1b–d). qPCR analysis showed that *CsALC* transcripts accumulate predominately in reproductive organs, including male flowers and female flowers (Fig. 1d). During fertilization, *CsALC* was expressed in transmitting tract (TT), ovules, pollens, and pollen tubes (Fig. 1e). In situ hybridization further localized *CsALC* transcripts in petals, stamens, and degenerated carpel primordia in male flower buds (Fig. 1f). In female flower buds, there was substantial enrichment of *CsALC* signals in developing carpels, especially placenta and stigmas, as well as in petals and degraded stamen primordia (Fig. 1g, h). Ovary transverse sections showed that compared to the negative control, prominent *CsALC* signals were localized in ovules, placenta, and septum (two parts where transmitting tracts are generated for fertilization in cucumber) at female flower bud stage (Fig. 1i, j).

### Knockout of *CsALC* resulted in reduced female fertility in cucumber

To gain insight into CsALC function in cucumber, the first exon of *CsALC* was targeted by CRISPR-Cas9 gene-editing system (Supplementary Fig. 1b). Three homozygous frameshift mutant lines were obtained for further characterization (Fig. 1k). Compared to the wild type (WT), *Csalc* mutant lines exhibited similar plant growth and fruit length (Supplementary Fig. 2a–c). However, the seed number per fruit in *Csalc* mutant lines was dramatically reduced after self-pollination (Fig. 1l), and the few seeds were randomly distributed in the fruit chamber of *Csalc* mutants. Considering the higher expression of *CsALC* in male gametophytes (Fig. 1e), we first investigated the pollen development and viability by Alexander staining and in vitro germination assays. As shown in Supplementary Fig. 2d, *Csalc* pollen grains were morphologically normal and able to germinate and grow on a medium. Quantitative analysis showed the slightly reduced viability of *Csalc* pollens (90.4 ± 1.6%, 90.6 ± 1.7%, 90.6 ± 1.1%, *p* < 0.001 versus WT 97.9 ± 1.4% by Alexander staining assay; 94.9 ± 1.3% *p* < 0.01, 94.9 ± 0.7% *p* < 0.001, 95.2 ± 1.8% *p* < 0.05 versus WT 99.2 ± 0.5% by in vitro germination assay) (Supplementary Fig. 2e, f). This mild decrease in pollen viability has a negligible impact on the cucumber seed set since an excess of pollens is usually available during open pollination.

Next, reciprocal crosses between *Csalc* mutants and WT were performed. As shown in Fig. 1m, n, when *Csalc* pollens were pollinated to WT, high seed set was acquired (244.6 ± 35.3, 269.6 ± 39.5, 277.0 ± 49.6 seeds per fruit), similar to that in WT self-crossing (292.5 ± 70.9). In contrast, when *Csalc* mutants were fertilized with WT pollens, a drastically lower seed set (17.2 ± 22.1, 15.3 ± 19.2, 12.5 ± 13.3, *p* < 0.001 versus WT self-crossing) was obtained, equivalent to those in *Csalc* mutant self-pollination (18.3 ± 13.9, 13.7 ± 15.9, 11.0 ± 9.6, *p* < 0.001 versus WT self-crossing), resulting in an average of 95% (respective 94.1%, 94.8%, 95.7%) decrease in seed number per fruit compared to WT. The above data suggested *Csalc* mutants have a remarkable defect in female fertility. When a heterozygous+/*Csalc* mutant self-crossing, the +/+, +/*Csalc*, *Csalc/Csalc* in the 213 progeny seedlings showed segregation of 53:117:43, approximating the ratio of 1:2:1, suggesting that the defect in *Csalc* mutant is localized to female sporophytic tissues.

### Pollen tubes displayed difficulty in targeting ovules in *Csalc* mutants

Successful fertilization in flowering plants requires accurate pollen tube guidance in pistils, which can be divided into preovular guidance, ovular guidance, and a transition phase called pollen tube emergence^5^. As shown in Fig. 2a, we illustrated these processes in cucumber. Unlike the dehiscent silique with two cavities in *Arabidopsis*, cucumber produces fleshy fruit, which is generally developed from three dorsally fused carpels, and the ovules encased by flesh are born at both edges of each carpel. The distinct carpel fusion form in cucumber gives rise to the unique morphology of the transmitting tract (TT), which is divided into medial TT, lateral TT, and terminal TT in ovary^30^ (Fig. 2a). After entering into ovaries, pollen tube bundles firstly extend along medial TT to the nearby lateral TT, then after a short extension, pollen tubes exit from lateral TT to terminal TT, resembling *Arabidopsis* pollen tube emergence process in which pollen tubes start to depart from the main growth axis to target ovules (Fig. 2a). Therefore, this first re-orientation in cucumber is designated as “pollen tube emergence”. The second re-orientation from terminal TT to funiculus is depicted as funicular guidance (Fig. 2a). After extremely short navigation along the funiculus, a third re-orientation is likely triggered by micropylar guidance cues at a much closer range from micropyle (Fig. 2a).

**Fig. 2:**
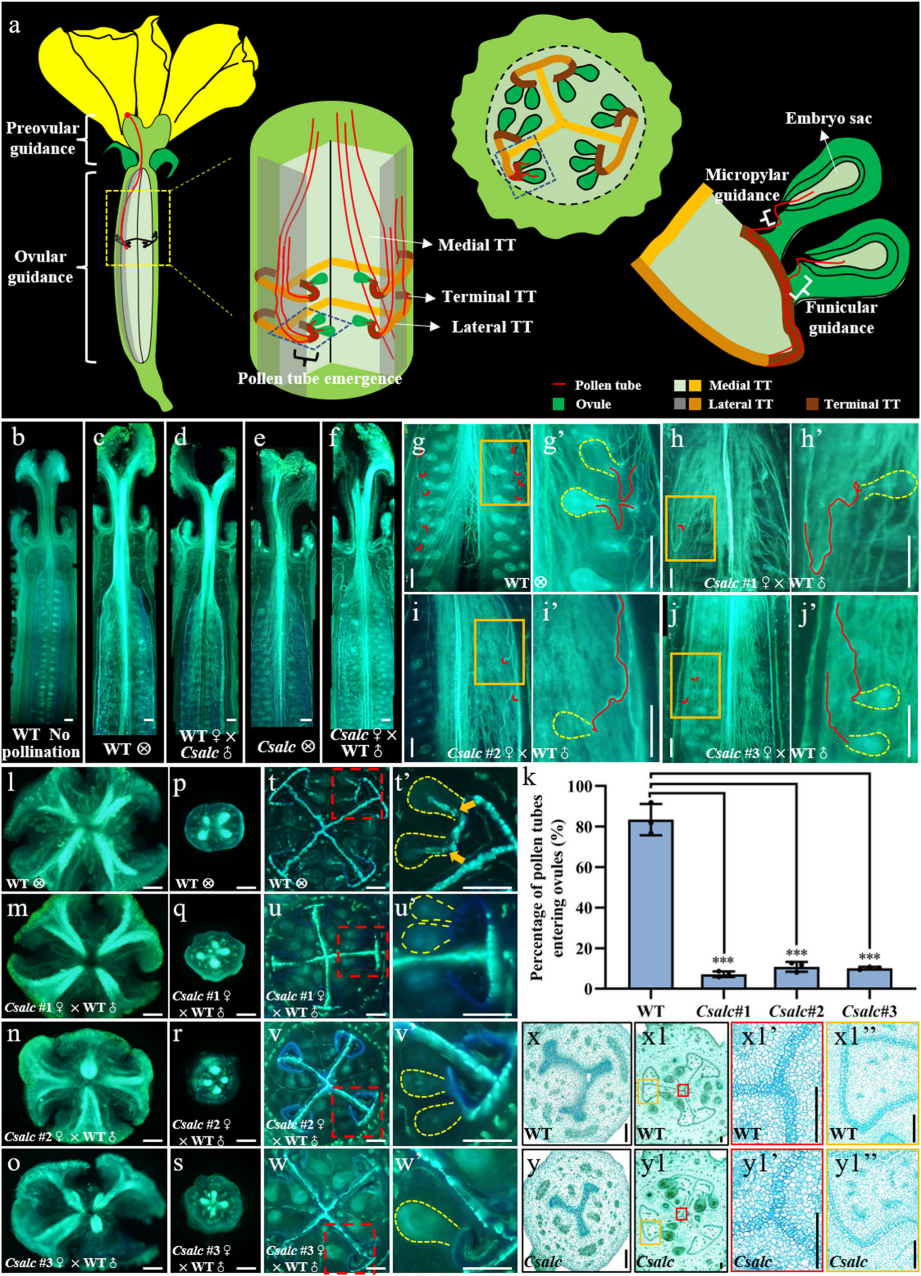
Pollen tubes are less likely to reach ovules in the *Csalc* ovary. **a** Schematic diagram of pollen tube paths along the female reproductive tract in cucumber, in which the ovary transmitting tract (TT) consists of medial TT [pale green (longitudinal section) and orange (transverse section)], lateral TT [gray (longitudinal section) and light brown (transverse section)] and terminal TT (dark brown). **b**–**f** Longitudinal sections showing pollen tubes extend along the transmitting tract from top to bottom in WT and *Csalc* ovaries. Composite images were integrated and spliced from local images taken separately. Scale bars = 500 μm. **g**–**j’** Typical images showing WT pollen tubes enter ovules in WT and *Csalc* mutants by longitudinal sections. Red arrow heads indicate pollen tubes targeting ovules. **g’**–**j’** Enlarged view of the orange boxes in (**g**–**j**). Targeted ovules are delineated by yellow dots, and pollen tubes are marked by red lines. Scale bars = 500 μm. **k** Quantitative analysis of pollen tubes entering ovules in WT and *Csalc* mutants. *n* = 3 biologically independent samples. Error bars represent mean ± SD. ***p < 0.001, compared to WT (two-sided Student’s *t* test). **l**–**w’** Transverse sections displaying the diminished distribution of pollen tubes at terminal transmitting tract in *Csalc* ovaries, and pollen tubes unable to target ovules. **l**–**o** stigma, **p**–**s** style, **t**–**w** the top quarter of the ovary. **t’**–**w’** Enlarged view of red dotted boxes in (**t**–**w**). The ovules are delineated by yellow dots. Orange arrows refer to pollen tubes entering ovules. Scale bars = 500 μm. **x**–**y1”** Cell morphology and structural composition of the transmitting tract in styles (**x**, **y**) and ovaries (**x1**, **y1**) of WT (top row) and *Csalc* mutant (bottom row) by Alcian blue staining. (**x1’**, **y1’**) and (**x1”**, **y1”**) are enlargement of red and orange boxes in (**x1**) and (**y1**), respectively. Scale bars = 200 μm.

To dissect the defective step of fertilization in *Csalc* mutants, Aniline blue staining was used to visualize pollen tube elongation and penetration in pistils. Compared to the WT ovary without pollination (Fig. 2b), obvious fluorescence signals showed the movement trail of pollen tubes from the stigma to style, ovary chamber, and finally the ovules in WT self-crossing or hybridized with *Csalc* pollens (Fig. 2c, d). In *Csalc* ovaries, pollen tubes spread normally downward along the medial transmitting tract and maintained similar fluorescence intensity with those in WT (Fig. 2e, f). By local longitudinal sections, abundant pollen tubes could be observed emerging from lateral TT and entering ovules in WT (Fig. 2g–g’), while rare in *Csalc* mutants (Fig. 2h–j’). Quantitative analysis showed that 83.5 ± 7.7% pollen tubes successfully targeted ovules in WT, while only 7.1 ± 1.4%, 10.8 ± 2.4%, 10.1 ± 0.7% in *Csalc* #1, #2, #3 mutants, respectively (Fig. 2k). Transverse sections of stigmas and styles showed comparable fluorescence intensity of pollen tubes at the stigma and style transmitting tract in *Csalc* mutants to that in WT (Fig. 2l–s). While, the fluorescence signals in *Csalc* mutants were almost abolished at the terminal TT where funiculus attached (Fig. 2t–w), and pollen tubes were barely observed approaching and penetrating into ovules as compared to WT (Fig. 2t’–w'). By a time-course observation (2, 5, 10, 20 h), we found WT pollen tubes grew in *Csalc* transmitting tract at a similar rate to those in WT (Supplementary Fig. 3a). However, pollen tubes at lateral TT extended almost downward, and rarely spread to terminal TT or turned growth direction to where ovules located in *Csalc* mutants (Supplementary Fig. 3b, c). Therefore, the decreased female fertility in *Csalc* mutants is from the defect in pollen tube emergence from lateral TT to terminal TT. No difference was observed in tissue structure and cell morphology between *Csalc* mutant and WT transmitting tract, while the extracellular matrix (ECM) content in ovary TT detected by Alcian blue staining, an indicator of acidic polysaccharides, displayed a reduction in *Csalc* mutants (Fig. 2x–y1”). ECM, containing various glycoproteins, has been proposed to mediate the attraction, nutrition, and stimulation of pollen tube growth in *Arabidopsis*^4^.

### *CsRALF4/19* transcripts declined at the transmitting tracts in *Csalc* mutants

To explore putative downstream targets of CsALC during fertilization, transcriptomic analyses were performed on WT and *Csalc* ovaries at 32 h after pollination (Supplementary Fig. 4a). 

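RNA-seq libraries were made from 3 biological replicates of WT ovaries and 3 of *Csalc* ovaries, all collected at 32 h after pollination. The paper's other experiments use 3 *Csalc* lines, and its text does not say whether the 3 *Csalc* libraries come from one line or from different lines, so the spread between them can include differences between lines. The authors mapped the reads to the Chinese Long V2 cucumber genome, counted them on genes and deposited 1 table of results. For each gene this table holds the mean normalized count of each group and the p-value of the authors' comparison, and the paper's text does not name the aligner, the counting program or the test. The mutant column is headed spt2, and its values for the genes of Supplementary Data 3 are those that the paper lists there for *Csalc*. The table covers 23955 genes, of which 707 are unannotated transcripts, and 2280 genes have a mean of 0 in both groups. The means add up to 24327785 normalized counts in *Csalc* and 25221451 in WT. Each mean is a sum of whole reads over the 3 libraries of a group, every read being divided by the size factor of its library and by 3. Because the means are printed with 10 significant digits, the size factors could be worked out from the lowest values, and so could the reads of each library for part of the genes. The size factors, which scale with sequencing depth, were 1.07, 1.07 and 1.07 in *Csalc* and 1.06, 1.01 and 0.782 in WT, so that 1 WT library was shallower than the other 5. These libraries are called a, b and c in each group, from the highest to the lowest size factor, since their replicate numbers are not known. All 13242 *Csalc* means and all 13314 WT means above 0 and up to 700 came out as whole reads. A single combination of reads was possible for 7447 of these *Csalc* means and for 13314 of these WT means. Where several combinations were possible, as for most *Csalc* means above 200, a match alone says little about whole reads. *CsALC* (Csa2G356640), the edited gene, had an authors' mean of 238 normalized counts in *Csalc* and 395 in WT, a log2 ratio of -0.73. Its p in the authors' deposited table was 0.000225 before and 0.142 after adjustment. Its WT libraries a, b and c held 463, 376 and 294 reads, and 3 combinations of reads were possible for its *Csalc* mean. A frameshift mutation need not lower the transcript of the gene that carries it. For the comparison of the groups, the deposited p-values were adjusted again by the Benjamini-Hochberg method over the 21675 genes that have one, and the log2 ratios were computed from the group means without a pseudocount. The adjusted values differed from those in the authors' deposited table by at most 4.92e-05. The group means carry no replicate error of their own, so the spread between libraries is given only for genes whose reads were recovered.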

Differentially expressed genes (DEGs) were identified using the false discovery rate <0.05 and fold change larger than 2 as thresholds. A total of 8 and 20 genes were up- and down-regulated in *Csalc* ovaries, respectively (Supplementary Fig. 4b, c). Among them, a gene encoding rapid alkalinization factor (Csa6G484570, *CsRALF19*) was remarkably decreased (log2 fold change = 3.46, *P* = 3.49E−04) in *Csalc* mutants (Supplementary Fig. 4d). qPCR analysis using unpollinated ovary at anthesis showed that *CsRALF19* and its paralogous gene *CsRALF4* (Csa6G199790) were expressed significantly lower in *Csalc* mutants than WT (Fig. 3a, b). 

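Of the 21675 genes with a p-value, 25 had an adjusted p under 0.05 in the authors' deposited table and differed at least 2-fold between the group means. These were 7 genes higher and 18 genes lower in *Csalc*, and all 25 are among the 28 genes of Supplementary Data 3. The other 3 genes of that list passed the adjusted p alone. Csa6G513670, annotated as a phosphoadenosine phosphosulfate reductase, had a mean of 859 normalized counts in *Csalc* and 1554 in WT, a log2 ratio of -0.86. Csa3G132580, annotated as a male sterility MS5 family protein, had 172 and 320, a log2 ratio of -0.90. The unannotated transcript Novel00225 had 1283 and 793, a log2 ratio of 0.69. Among the alternatives set before the data were examined, the count moved most when unannotated transcripts were left out, to 15 genes. Not all the lost genes were unannotated. The p-values were adjusted again over the remaining 20985 genes, and some reference genes then lost their call. The 3 falling genes with the lowest ratio of the group means had at most 3 reads in every *Csalc* library, so only a lower bound of their fold can be given and their rank among the 18 is not settled. Novel00265 had a mean of 0.625 normalized counts in *Csalc* and 88.1 in WT, at least 31.5-fold lower, with an adjusted p of 3.08e-17 in the authors' deposited table. Csa7G407810, annotated as an unknown protein, had 1.24 and 40.1, at least 14.3-fold lower, with an adjusted p of 0.000856 in that table. Novel00315 had 0, 0 and 1 reads in the *Csalc* libraries and a WT mean of 20.7, at least 7.39-fold lower, with an adjusted p of 0.000379 there. The largest rise was in Novel00623, with a mean of 110 in *Csalc* and 2.60 in WT, a log2 ratio of 5.40. The WT libraries a, b and c held 2, 6 and 0 reads of it, so its size is loosely fixed. In the edgeR test named below, its log2 fold change was 5.24. With 1 library left out in turn, that value ranged from 4.78 without WT library c to 6.51 without WT library b. Csa5G505220, annotated with a plant-specific domain of unknown function, rose from 24.6 in WT to 157 in *Csalc*, a log2 ratio of 2.67. The cytochrome P450 gene Csa2G425740 rose from 13.3 to 74.7, a log2 ratio of 2.49. In 19 of the 28 listed genes the reads of both groups could be recovered, and in all 19 the 3 *Csalc* libraries lay on one side of the 3 WT libraries. Chance gives this for 10% of genes, and the list was chosen on these same libraries. An edgeR quasi-likelihood test on the recovered reads was chosen after the table had been seen. It called 15 of these 19 genes among the 6743 genes it covered, and 19 when adjusted over the list alone. With 1 library left out in turn, the 15 became 7 without WT library c, 18 without *Csalc* library b and 11 otherwise. None of this is independent evidence, since the list was chosen on these same libraries.

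**Figure D1:**
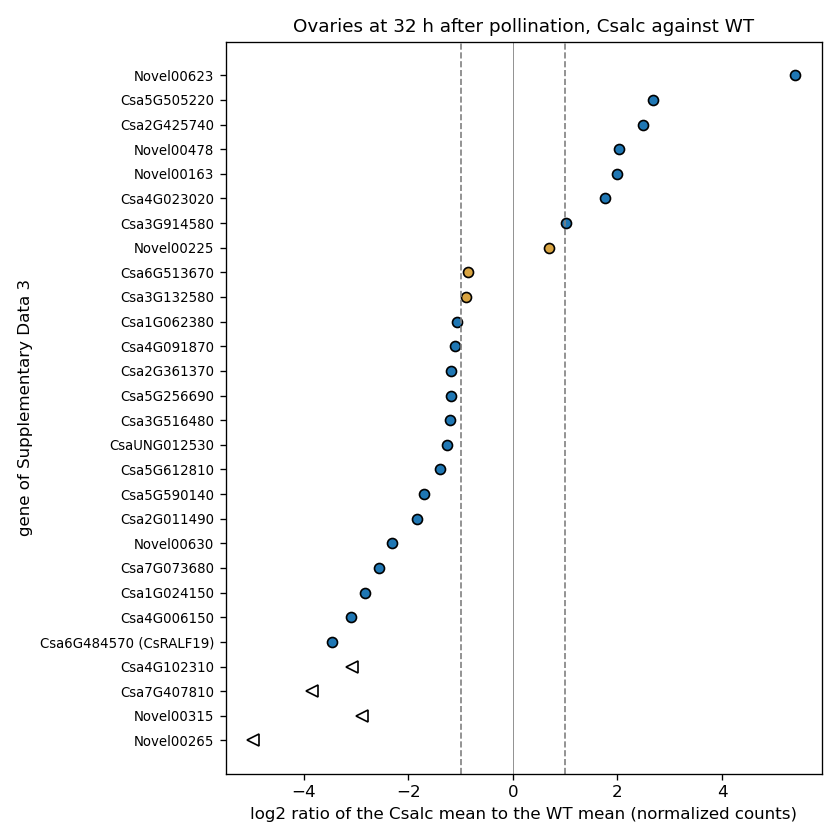
Log2 ratio of the *Csalc* mean to the WT mean, in normalized counts of ovaries at 32 h after pollination (x axis), for each of the 28 genes of Supplementary Data 3 (y axis). Filled circles are ratios of the authors' means, blue where the difference is at least 2-fold (dashed lines) and yellow for the 3 genes under it, and open triangles mark the smallest fall possible for 4 genes with at most 3 reads in every *Csalc* library.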

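*CsRALF19* had an authors' mean of 55.3 normalized counts in *Csalc* ovaries and 608 in WT ovaries, a log2 ratio of -3.46, or 11.0-fold lower. Its p-value in the authors' deposited table was 1.61e-07 before and 0.000349 after adjustment. The recovered reads of libraries a, b and c were 63, 109 and 6 in *Csalc* and 378, 813 and 519 in WT. Divided by the size factors, these are 58.7, 102 and 5.62 normalized counts in *Csalc* and 357, 803 and 664 in WT. Every *Csalc* library lay below every WT library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). In the edgeR quasi-likelihood test on the recovered reads, the log2 fold change was -3.45 (adjusted p = 0.0118 with Benjamini-Hochberg adjustment). Its approximate standard error, worked out from the F statistic of that test, was 0.570. With each library left out in turn, the log2 fold change ranged from -4.23 without *Csalc* library b to -2.92 without *Csalc* library c, which held only 6 reads of the gene. The adjusted p of that test rose to 0.0967 without *Csalc* library a and to 0.101 without WT library c. DESeq2, another test, on the same reads and genes gave -3.46 (standard error 1.01, adjusted p = 0.0982). The call on recovered reads therefore depends on the test. The paper's text does not say how reads that match both *CsRALF19* and its paralog were counted. From the decrease in the transcriptome, the paper goes on to measure *CsRALF19* and *CsRALF4* by qPCR in unpollinated ovaries.

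**Figure D2:**
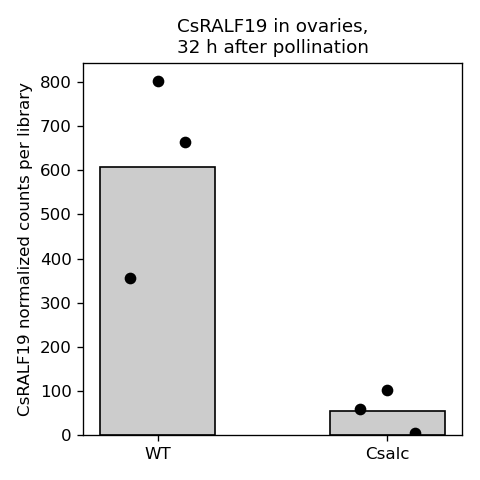
Normalized counts of *CsRALF19* (y axis) in WT and *Csalc* ovaries at 32 h after pollination. Bars are the authors' group means and points are the 3 libraries of each group, in the order a, b, c, with the WT libraries between 357 and 803 and the *Csalc* libraries between 5.62 and 102.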

Phylogenetic analysis indicated that the two peptides clustered with *Arabidopsis* RALF4/19, which function in pollen tube integrity (Supplementary Fig. 5a)^12,13^. Unlike the pollen-specific expression of *Arabidopsis RALF4/19*, *CsRALF4/19* also have a certain degree of expression in the ovary, indicating their putative new function in female tissues in cucumber. *CsRALF4* and *CsRALF19* both contain a single exon and encode a 116- and a 112-amino-acid-long peptide, respectively (Supplementary Fig. 5b).

**Fig. 3:**
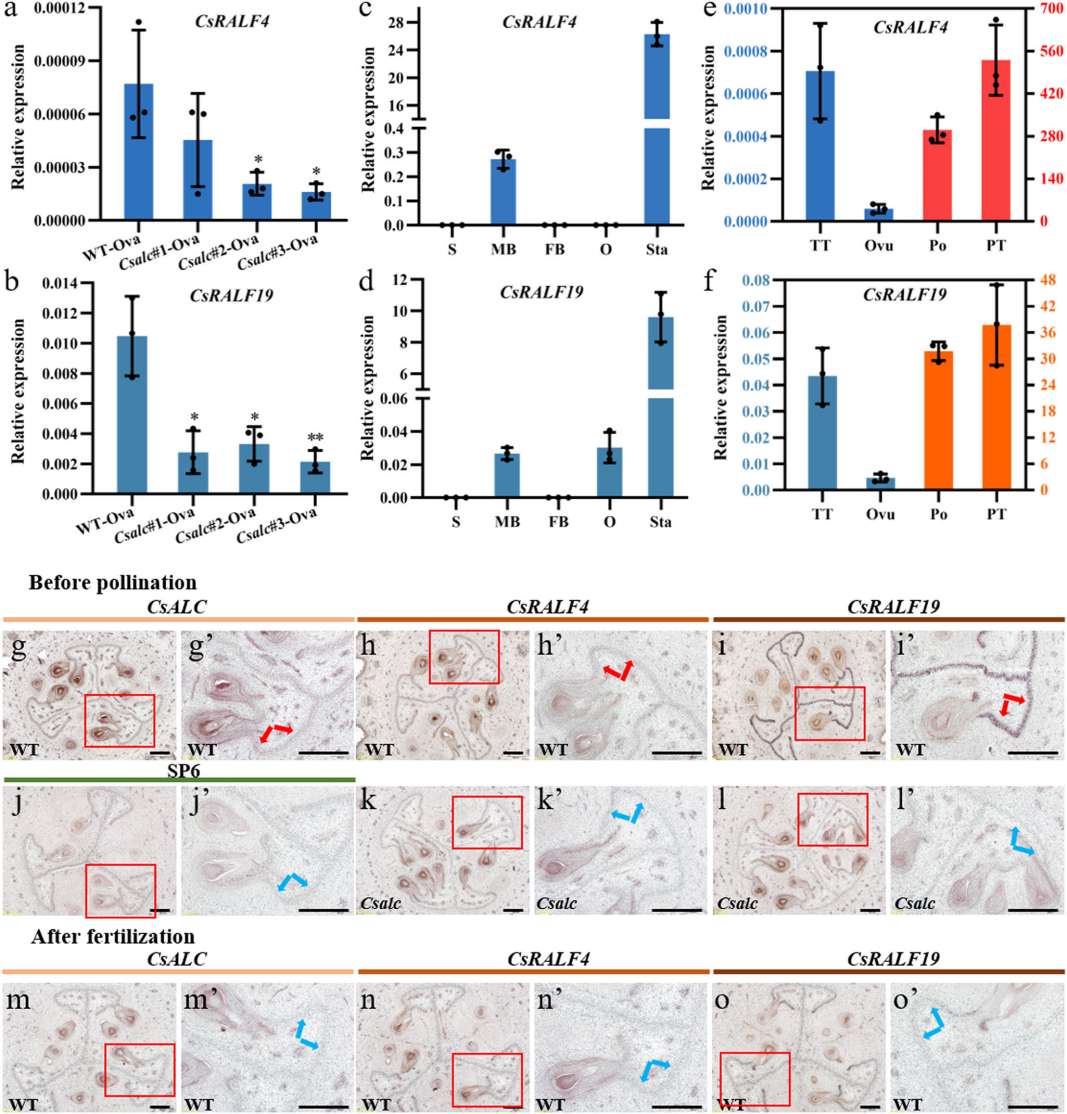
Reduced transcript accumulation of *CsRALF4* and *CsRALF19* in *Csalc* ovaries. **a**, **b** Expression of *CsRALF4* (**a**) and *CsRALF19* (**b**) in unpollinated ovaries at anthesis of WT and *Csalc* mutants by qPCR. *p < 0.05, **p < 0.01 (two-sided Student’s *t*-test). **c**, **d** *CsRALF4* (**c**) and *CsRALF19* (**d**) expression in different cucumber organs. S stems, MB male flower buds at stage 10^50^; FB female flower buds at stage 10^50^; O ovaries at anthesis; Sta stamens at anthesis. **e**, **f** *CsRALF4* (**e**) and *CsRALF19* (**f**) expression in female sporophytes and male gametophytes. TT ovary transmitting tract at anthesis, Ovu ovules at anthesis, Po pollens at anthesis, PT pollen tubes at 3 h after germination. The left/right vertical axis refers to the data of the blue/orange column, respectively, due to the magnitude difference of expression in different tissues. *n* = 3 biologically independent samples (**a–f**). The values were normalized with the *CsUBI* (CsaV3_5G031430) expression (**a-f**). Error bars represent mean ± SD (**a–f**). **g–o’** Transcript accumulation of *CsALC* (**g**, **g’**, **m**, **m’**), *CsRALF4* (**h**, **h’**, **k**, **k’**, **n**, **n’**), and *CsRALF19* (**i**, **i’**, **l**, **l’**, **o**, **o’**) at transmitting tract of unpollinated WT and *Csalc* ovaries (**g–l’**) and fertilized WT ovaries one day after anthesis (32 h after pollination) (**m–o’**) by in situ hybridization. **j**–**j’** SP6, Sense *CsALC* probe was hybridized as the negative control. **g’–o’** are enlargements of red boxes in (**g–o**). Red arrows indicate transcript signals at lateral- and terminal-TTs in WT before pollination, and blue arrows refer to the weakened transcript signals at lateral- and terminal-TTs in *Csalc* mutants, or in WT after fertilization. Scale bars = 500 μm. The experiment was repeated three times with similar results.

qPCR analysis showed that *CsRALF4*/*19* were highly expressed in mature stamens (Fig. 3c, d). However, unlike the differential expression of *CsRALF4*/*19* in female tissues of *Csalc* mutants and WT, the expression of these two genes in stamens was unchanged between *Csalc* mutants and WT (Supplementary Fig. 6a, b). Tissue subdivision showed that *CsRALF4/19* transcripts were enriched in pollen grains and pollen tubes. Notably, the expression of *CsRALF4/19* in the transmitting tract was higher than that in ovules (Fig. 3e, f). To compare the expression pattern in WT and *Csalc* mutants, in situ hybridization of *CsRALF4*/*19* and *CsALC* was performed on the transections of ovaries before pollination and after fertilization. In WT unpollinated ovaries, *CsRALF4*/*19* and *CsALC* transcripts were enriched at transmitting tract and ovules (Fig. 3g–i’), and *CsRALF19* exhibited much higher expression than *CsRALF4*, consistent with qPCR results (Fig. 3e, f). In *Csalc* unpollinated ovaries, *CsRALF4/19* transcript signals seemed weaker at TTs compared to WT (Fig. 3k, l’). The TT identity and morphology appeared unaltered, and the TT marker gene *SPATULA* (*CsSPT*) was expressed normally in *Csalc* ovaries compared to WT^30^ (Supplementary Fig. 6c). Considering the almost abolished pollen tube extension to terminal TT in *Csalc* ovaries (Fig. 2g–w), we speculated CsALC may regulate pollen tube emergence at least partially through *CsRALF4/19* function in cucumber. While after fertilization, transcripts of all three genes showed reduced accumulation (Fig. 3m–o’), indicating the potential specific roles of these genes in ovary TTs during the fertilization process.

### Positive regulation of CsALC on *CsRALF4/19* expression

To examine any direct regulation of CsALC on *CsRALF4/19* expression, the *cis-elements* in *CsRALF4/19* genes were analyzed. The bHLH transcription factor was shown to bind to the G-box of target genes^31^. G-box elements in the promoter of 28 DEGs between *Csalc* mutants and WT were searched on the PlantCARE website (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) (Supplementary Data 4). *CsRALF4* has one G-boxes in the promoter region, and one in the genomic region, and *CsRALF19* has two G-box in the promoter region, and one in the genomic region (Supplementary Fig. 7a). Yeast one hybrid (Y1H) assay showed that CsALC was unable to bind to any G-box containing fragments in *CsRALF4* and *CsRALF19* (Supplementary Fig. 7b). However, using the complete promoter sequence (1811 bp for *CsRALF4* and 3326 bp for *CsRALF19*), both *pCsRALF4:LUC* and *pCsRALF19:LUC* could be activated upon co-infiltration of CsALC protein in *Nicotiana benthamiana* leaves, increasing to 2.03 and 1.66 fold, respectively (Supplementary Fig. 7c). These results indicated the positive regulation of CsALC on *CsRALF4*/*19* expression in cucumber, consistent with the downregulation of *CsRALF4*/*19* transcripts in *Csalc* mutants as detected by qRT-PCR and in situ hybridization (Fig. 3).

### Knockout of both *CsRALF4* and *CsRALF19* led to reduced female fertility and a complete loss of male fertility

To characterize the function of CsRALF4/19 in cucumber, single mutants *Csralf4* (obtained by targeting the *CsRALF4* gene) and *Csralf19* (separated from *Csralf4 Csralf19* double mutants), as well as double mutant *Csralf4 Csralf19* (generated by simultaneously targeting *CsRALF4* and *CsRALF19*), were obtained by CRISPR-Cas9 system. Two homozygous lines for each mutant type were chosen for further characterization. Sequencing data showed that all mutant lines possessed frameshift mutations that resulted in protein premature termination (Figs. 4a, d, and 5a). Both *Csralf4* and *Csralf19* single mutants showed a reduced seed set when self-crossing (seed number per fruit: *Csralf4* mutants 219.6 ± 49.6, 203.0 ± 42.0, *p* < 0.05 versus WT 338.2 ± 101.6; *Csralf19* mutants 217.0 ± 37.7, 227.7 ± 43.9, *p* < 0.05 versus WT 295.4 ± 61.7). When *Csralf4* or *Csralf19* mutant ovaries pollinated by WT pollens, seed numbers (*Csralf4* mutants as maternal parents: 337.9 ± 78.4 and 296.9 ± 49.0; *Csralf19* mutants as maternal parents: 317.9 ± 81.6 and 300.0 ± 62.3) were comparable to WT self-crossing, suggesting the female fertility in both single mutants is normal. However, when *Csralf4/ Csralf19* mutants as pollen donors to WT ovaries, the resultant seed set was significantly reduced (194.5 ± 62.8, 183.2 ± 38.5, *p* < 0.05 for *Csralf4* mutants, and 214.4 ± 30.1, 226.5 ± 31.1, *p* < 0.05 for *Csralf19* mutants) versus WT self-crossing, suggesting the defective male fertility in *Csralf4* and *Csralf19* single mutants (Fig. 4b, c, e, f). Further, *Csralf4 Csralf19* double mutants completely lost male fertility and none seed was produced when as pollen donors (Fig. 5b). Intriguingly, when *Csralf4 Csralf19* double mutants hybridized with WT pollens, the seed number per fruit (125 ± 51.3, 122.3 ± 63.8, *p* < 0.001) was significantly fewer than WT self-pollination (295.4 ± 61.7), accounting for ~60% decrease in female fertility (Fig. 5c, d). The distribution of full seeds in the ovary chamber of *Csralf4 Csralf19* double mutants was scattered, similar to that in *Csalc* mutants. The average seed number per unit fruit length (1 cm) in *Csralf4 Csralf19* double mutants was 12.7 ± 4.5 (*p* < 0.001) and 15.5 ± 7.1 (*p* < 0.001), significantly reduced as compared to WT (29.6 ± 7.0) (Fig. 5c, e). Moreover, only 38.5 ± 5.9% (*p* < 0.001) and 37.7 ± 5.4% (*p* < 0.001) ovules were observed to be targeted by pollen tubes in two *Csralf4 Csralf19* double mutant lines, while the targeting ratio was 76.7 ± 8.1% in WT (Fig. 5f, g). The pollen tube density at the lateral- and terminal-transmitting tract in *Csralf4 Csralf19* ovaries was significantly reduced versus WT (Fig. 5h–j). These data suggested a new role of *CsRALF4*/*19* in female fertility in cucumber.

**Fig. 4:**
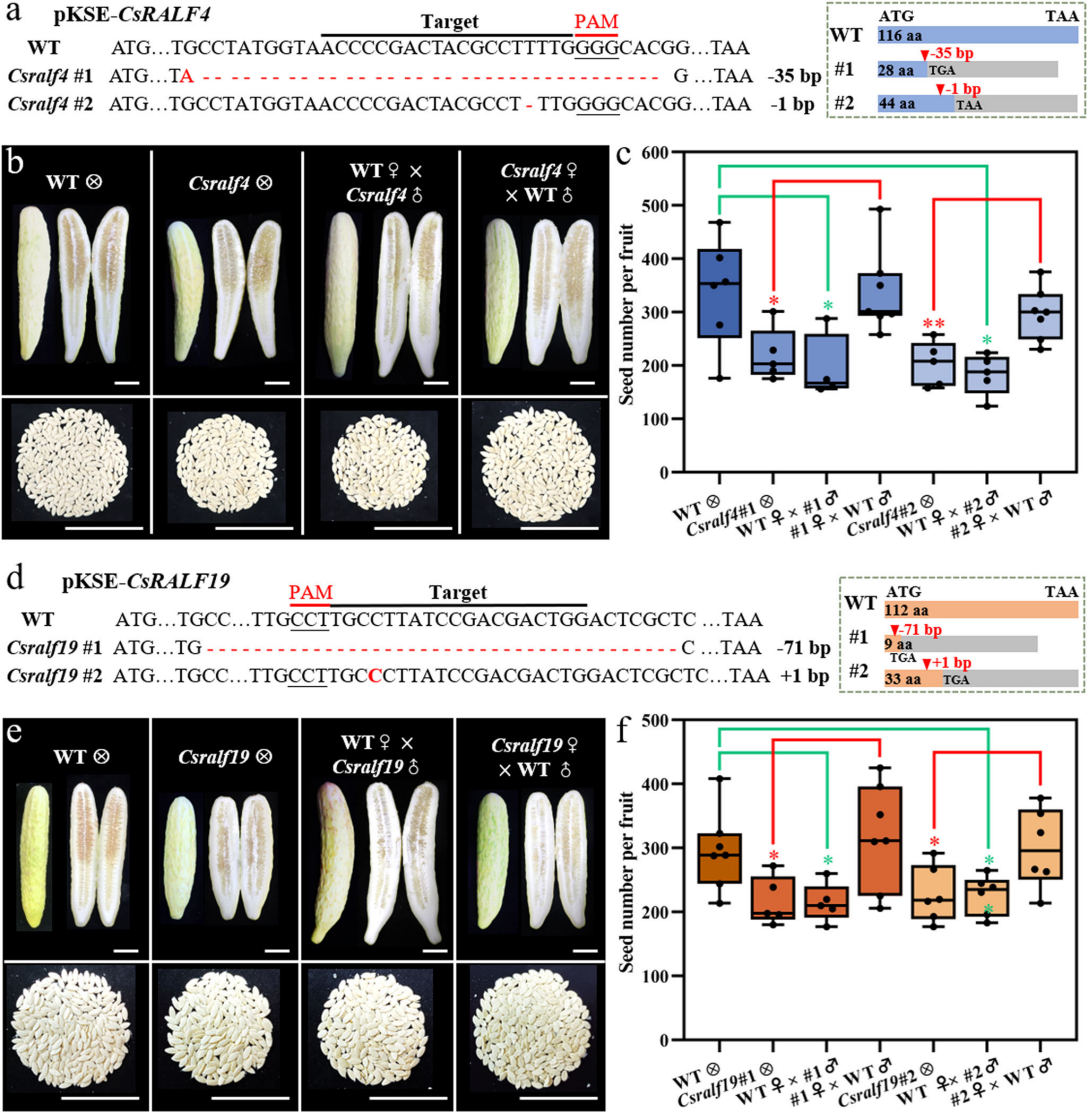
Decreased seed set in *Csralf4* and *Csralf19* single mutants. **a**, **d** Mutation forms of two homozygous T1 *Csralf4* lines (**a**) and two homozygous T1 *Csralf19* lines (**d**). Target sequences and PAMs are indicated below the black and red lines, respectively. Deletions/insertions are indicated as red dashes/nucleotides, and deletion/insertion sizes (nucleotides) are marked after the sequence as a minus or plus, respectively. The right dotted box shows the corresponding protein premature termination. The blue/orange boxes indicate CsRALF4/CsRALF19 protein coding region, respectively, and the gray indicates missense sequences resulting from frameshift mutations. aa amino acid. **b**, **e** Mature fruits, corresponding longisection, and harvested seeds from reciprocal crosses between *Csralf4* mutants (**b**)/*Csralf19* mutants (**e**) and WT. Scale bars = 5 cm. **c**, **f** Quantitative analysis of seed number from (**b**, **e**). Upmost/lowest lines indicate the maximum/minimum values, box limits indicate the upper and lower quartiles, and lines in boxes indicate the median values of these data. From left to right, *n* = 6, 5, 4, 7, 5, 5, 7 mature fruits in (**c**) and 7, 5, 5, 7, 6, 6, 6 mature fruits in (**f**), respectively. *p < 0.05, **p < 0.01 (two-sided Student’s *t*-test).

**Fig. 5:**
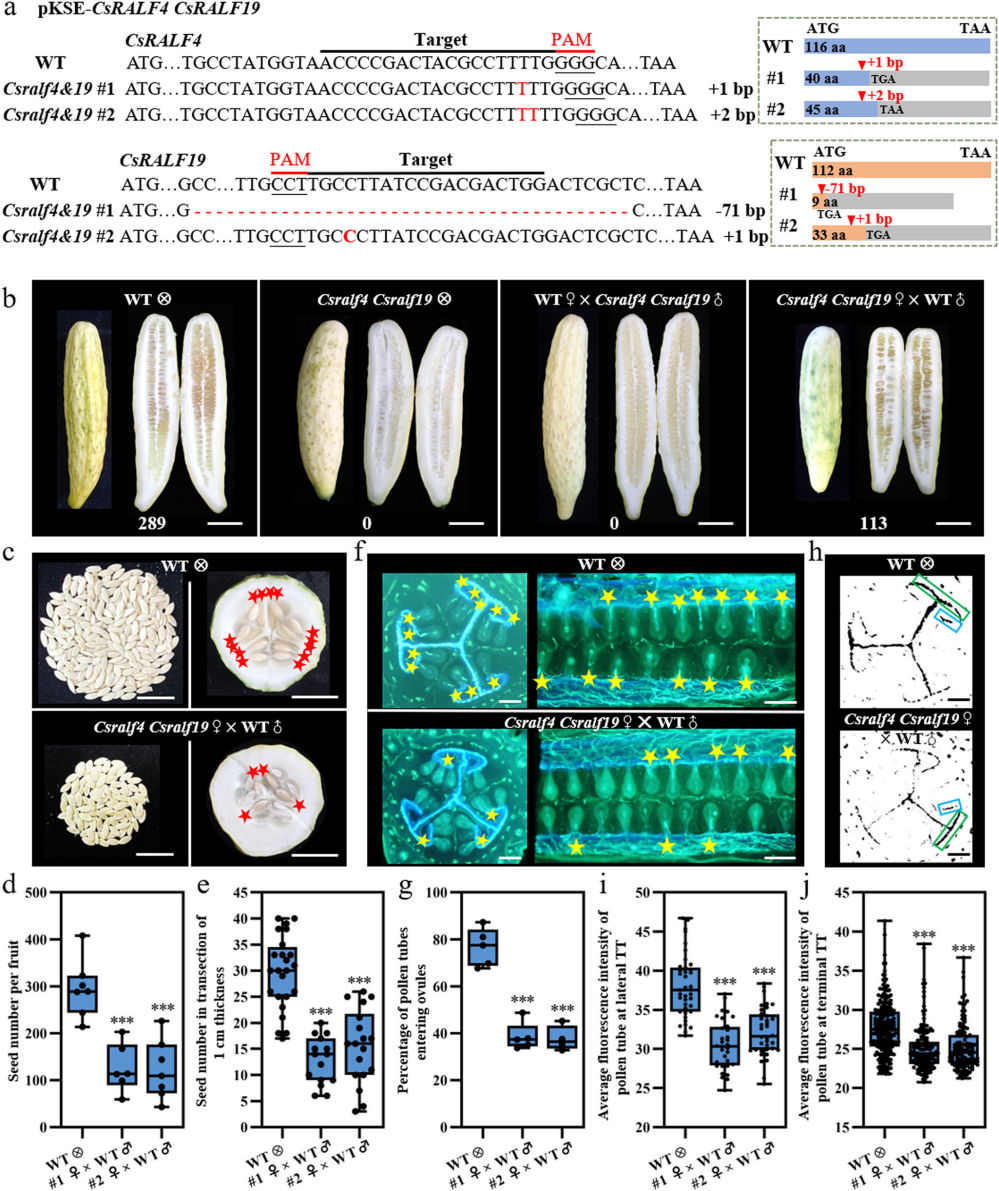
Reduced female fertility in *Csralf4 Csralf19* double mutants. **a** Mutation forms of two homozygous T1 transgenic *Csralf4 Csralf19* lines. The target sequence and PAM are indicated below a black and a red line, respectively. Deletions/insertions are indicated as red dashes/nucleotides, and deletion/insertion sizes (nucleotides) are marked after sequencing as a minus or plus, respectively. The right dotted box shows the corresponding protein premature termination. The blue/orange boxes indicate CsRALF4/CsRALF19 protein coding region, respectively, and the gray indicates missense sequences resulting from frameshift mutations. aa, amino acid. **b** Mature fruits and corresponding longisection from reciprocal crosses between *Csralf4 Csralf19* mutants and WT. The corresponding seed numbers were shown at the bottom. Scale bars =  5 cm. **c** All plump seeds and fruit transections from WT self-crossing and *Csralf4 Csralf19* hybridizing with WT pollens. Scale bars = 2 cm. **d**, **e** Quantitative analysis of seed number. From left to right, *n* = 7, 6, 7 mature fruits in (**d**) and 8, 5, 6 mature fruits in (**e**), respectively. **f** Aniline blue staining showing the ovule targeting in WT and *Csralf4 Csralf19* mutant ovaries at 32 h after pollination with WT pollens by transverse (left) and longitudinal sections (right). Yellow stars indicate ovules targeted by pollen tubes. Scale bars = 500 μm. **g** Quantitative analysis of pollen tubes entering ovules in (**f**). *n* = 5, 5, 4 biologically independent samples. **h** Pollen tubes distribution at lateral- and terminal-TT (pointed by green boxes and blue boxes, respectively) in ovary transections from (**f**). Scale bars = 500 μm. **I**, **j** Quantitative analysis of pollen tube fluorescence intensity at lateral- (**i**) and terminal-TT (**j**) in (**h**). The fluorescence threshold is 20–255. *n* = 39, 32, 36 lateral TTs in (**i**), and 235, 141, 120 terminal TTs in (**j**), respectively. For these Box-plots, upmost/lowest lines indicate the maximum/minimum values, box limits indicate the upper and lower quartiles, and lines in boxes indicate the median values of these data. ***p < 0.001 (two-sided Student’s *t*-test).

Besides, defects in male gametophytes were detected in *Csralf4, Csralf19* single mutants, and *Csralf4 Csralf19* double mutants. Pollen viability was significantly reduced in all mutants (*Csralf4*: 92.3 ± 2.2%, 92.9 ± 1.1%; *Csralf19*: 92.7 ± 1.9%, 93.0 ± 1.4%; *Csralf4 Csralf19*: 83.2 ± 4.3%, 81.8 ± 4.7%; all *p* < 0.001) as compared to WT (96.6 ± 0.8%) (Fig. 6a, b). WT pollen tubes ruptured after reaching 242.9 ± 89.3 μm length, while pollens tubes in two *Csralf4* lines ruptured precociously at length of 172.0 ± 71.6 μm and 183.6 ± 67.1 μm (*p* < 0.001, Fig. 6a, c). Similarly, *Csralf19* pollen tube length was 115.2 ± 67.2 μm (#1) and 122.0 ± 77.3 μm (#2) versus WT 233.0 ± 80.2 μm (*p* < 0.001, Fig. 6a, d). In addition, the weakened fluorescence intensity by Aniline blue staining indicated poor extension of *Csralf4* and *Csralf19* pollen tubes in WT ovaries, especially at lateral- and terminal-TT (Fig. 6e). In *Csralf4 Csralf19* double mutants, pollen tubes burst immediately upon germination in vitro and on the stigmatic surface, which resembles the *Arabidopsis ralf4 ralf19* mutant phenotypes (Fig. 6a, e), suggesting the conserved function of CsRALF4/19 in pollen tube integrity^32^.

**Fig. 6:**
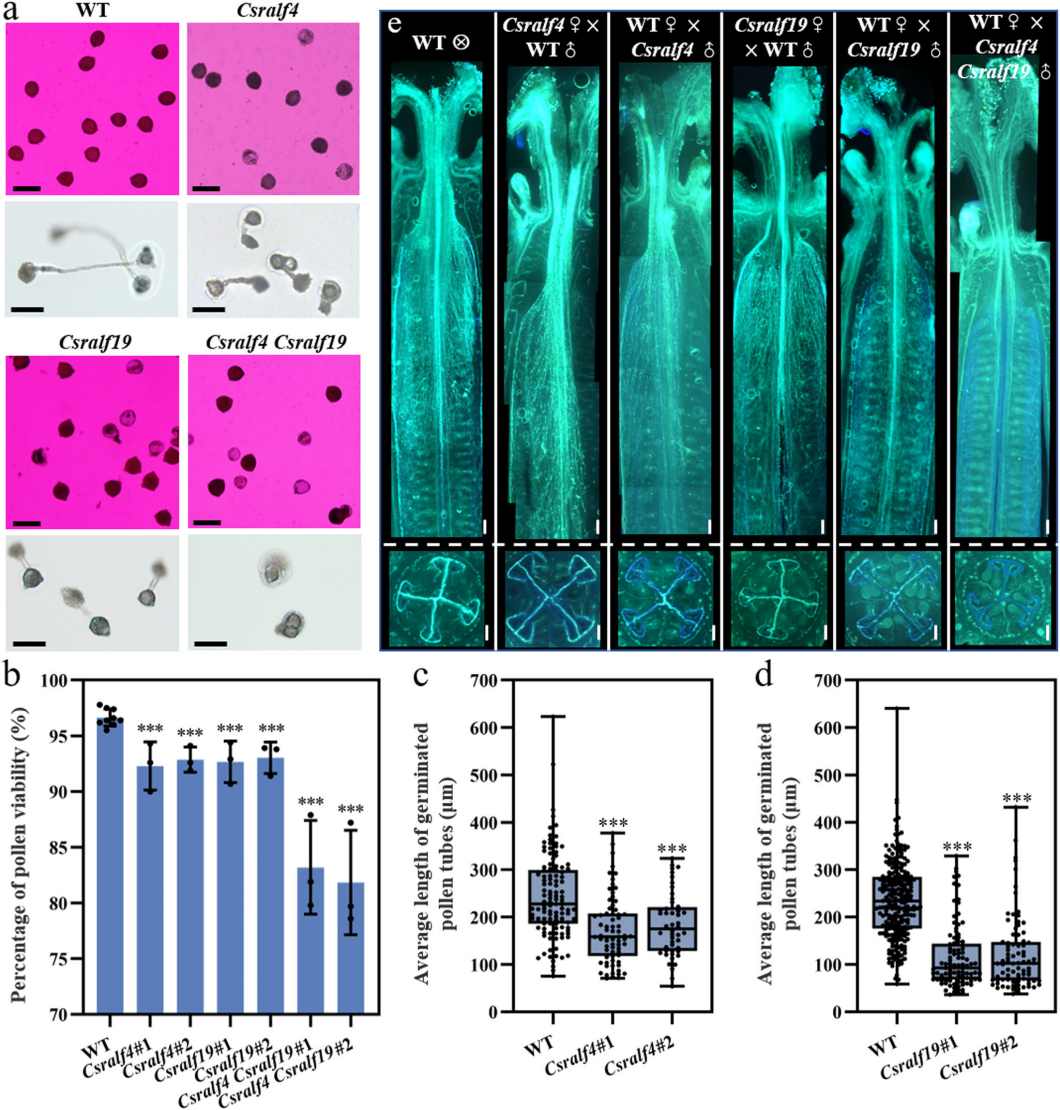
Abolished male fertility in *Csralf4 Csralf19* double mutants. **a** Alexander staining of pollens (top row) and in vitro pollen germination assay (bottom row) of *Csralf4*, *Csralf19* and *Csralf4 Csralf19* mutants. Scale bars = 100 μm. **b–d** Quantitative analysis of pollen viability (**b**) and pollen tubes length (**c**, **d**) from (**a**). *n* = 9, 3, 3, 3, 3, 3, 3 biologically independent samples in (**b**). Error bars represent mean ± SD. n = 115, 71, 48 pollen tubes in (**c**) and 240, 97, 83 pollen tubes in (**d**), respectively. ***p < 0.001 (two-sided Student’s *t* test). For these Box-plots, upmost/lowest lines indicate the maximum/minimum values, box limits indicate the upper and lower quartiles, and lines in boxes indicate the median values of these data. **e** Aniline blue staining showing the extension of pollen tubes by longitudinal (up) and transverse sections (bottom) in *Csralf4*, *Csralf19,* and *Csralf4 Csralf19* mutants. Composite images were integrated and spliced from local images taken separately. Scale bars = 500 μm.

### *CsALC* was selected during cucumber domestication

Our findings showed the important function of CsALC in cucumber seed production and sustainable propagation. During cucumber domestication, the fruit is elongated while seed number per unit fruit length is generally decreased^33^. To explore any selection footprint on *CsALC*, the genomic region of *CsALC* plus its 3 kb promoter sequences (Chr02: 16738402–16744826) was analyzed in the published 115 cucumber accessions consisting of five populations: Indian wild genotypes (INW), Indian domestic (IND), Xishuangbanna (XSBN), East Asian (EA) and Eurasian (EU)^28^. The results showed that *CsALC* exhibited sharply reduced nucleotide diversity (π) in modern varieties (EA and EU), as compared to wild (INW) or semi-wild cucumber (XSBN) (Supplementary Fig. 8a). We also calculated the pairwise difference in allele frequency (FST) between domesticated groups and wild population INW, the results showed that *CsALC* was selected in Xishuangbanna, East Asian and Eurasian groups (Supplementary Fig. 8b), implying the importance of *CsALC* in cucumber domestication and breeding.

## Discussion

The ovary encloses and nourishes ovules, and ample evidence suggested that the ovary must provide an environment that supports pollen tube growth and guidance to the ovule^34^. Some female molecules, e.g. Ca^2+^ ions^35^, γ aminobutyric acid (GABA)^36,37^, brassinosteroids^38^, carbohydrates^4^, and various peptides^39^, have been characterized to stimulate pollen germination and pollen tube growth in preovular guidance process. These early stages are generally regulated by sporophytic genes such as those in the transmitting tract, e.g., *Transmitting-Tissue-Specific Arabinogalactan* gene (*TTS*) in tobacco^40^, *SPT*^29^, *HECATEs* (*HEC1/2/3*)^41^, *HALF FILLED* (*HAF*)^42^ in *Arabidopsis* and *CsSPT* in cucumber^30^. In *Csspt* mutants, the dramatically decreased polysaccharide at the style transmitting tract led to much less pollen tubes penetrating into ovaries and thus reduced seed set and female fertility^30^. Unlike that stimulant molecules promote the movement of pollen tubes at stigma or styles at preovular guidance stage, the attractant cues secreted from ovules generally trigger the re-orientation of pollen tube during the ovular guidance process (late stage of pollen tube guidance), e.g. the roles of CRP peptide LUREs and synergid cells during short range attraction^6,20,43^. Meanwhile, male factors such as receptor PRK6 and ion transporters CHX21/23 mediate pollen tube responsive behavior and competence for ovular attractions^23,25^. However, none female sporophytic gene has been reported yet to positively regulate pollen tube re-orientation at the transition stage between preovular guidance and ovular guidance, namely the pollen tube emergence process.

In this study, we identified a transmitting tract-expressed gene *CsALC* that participates in pollen tube emergence in cucumber. Loss-of-function *Csalc* mutants displayed almost absence of pollen tube distribution at terminal TT and thus nearly 95% reduction in female fertility (Fig. 1). The movement of pollen tubes from top to bottom within *Csalc* pistils appeared normal while extending pollen tubes within *Csalc* ovaries failed to turn towards ovules, showing a defect in pollen tube emergence from lateral-TT to terminal-TT (Figs. 2 and 7). Unlike the hollow pod in *Arabidopsis*, cucumber bears the fleshy fruit, in which the cell–cell communication of pollen–pistil interactions mainly occurs at the transmitting tracts. From the physiological and molecular evidence, we can speculate that the transmitting tract circumstance in *Csalc* mutants is altered, in which main component polysaccharides and two TT-expressed peptides *CsRALF4* and *CsRALF19* were reduced (Figs. 2 and 3). The changed TT circumstance may affect the diffusion or distribution of some unknown ovular attractant molecules at lateral and terminal TT in cucumber, causing unresponsive pollen tube behavior. Another possibility is that the absence of female-assisted molecules at TTs, like phytohormones, peptides, and glycoproteins, may blunt the pollen tube perception for ovular signals or affect the directional growth of pollen tubes. The successful guidance for pollen tubes not only requires the secreted attractants but also the competency control from female tissues for pollen tube behavior^34^. It was reported that an ovary-abundant chemical cue, methyl-glucuronosyl arabinogalactan (AMOR), can promote pollen tube competence to respond to ovular attractant LURE peptides in *Torenia fournieri*^34^. The third possibility is that the mutant TT in *Csalc* may modify pollen tube status to lose the directional growth capacity. It may be operated through pollen-specific unknown receptors, or those genes involved in localized vesicle traffic, actin dynamics, or ion balance (e. g. *Arabidopsis* CHX21 and CHX23 in K^+^ homeostasis) that specify pollen tube tip growth and re-orientation^44^.

**Fig. 7:**
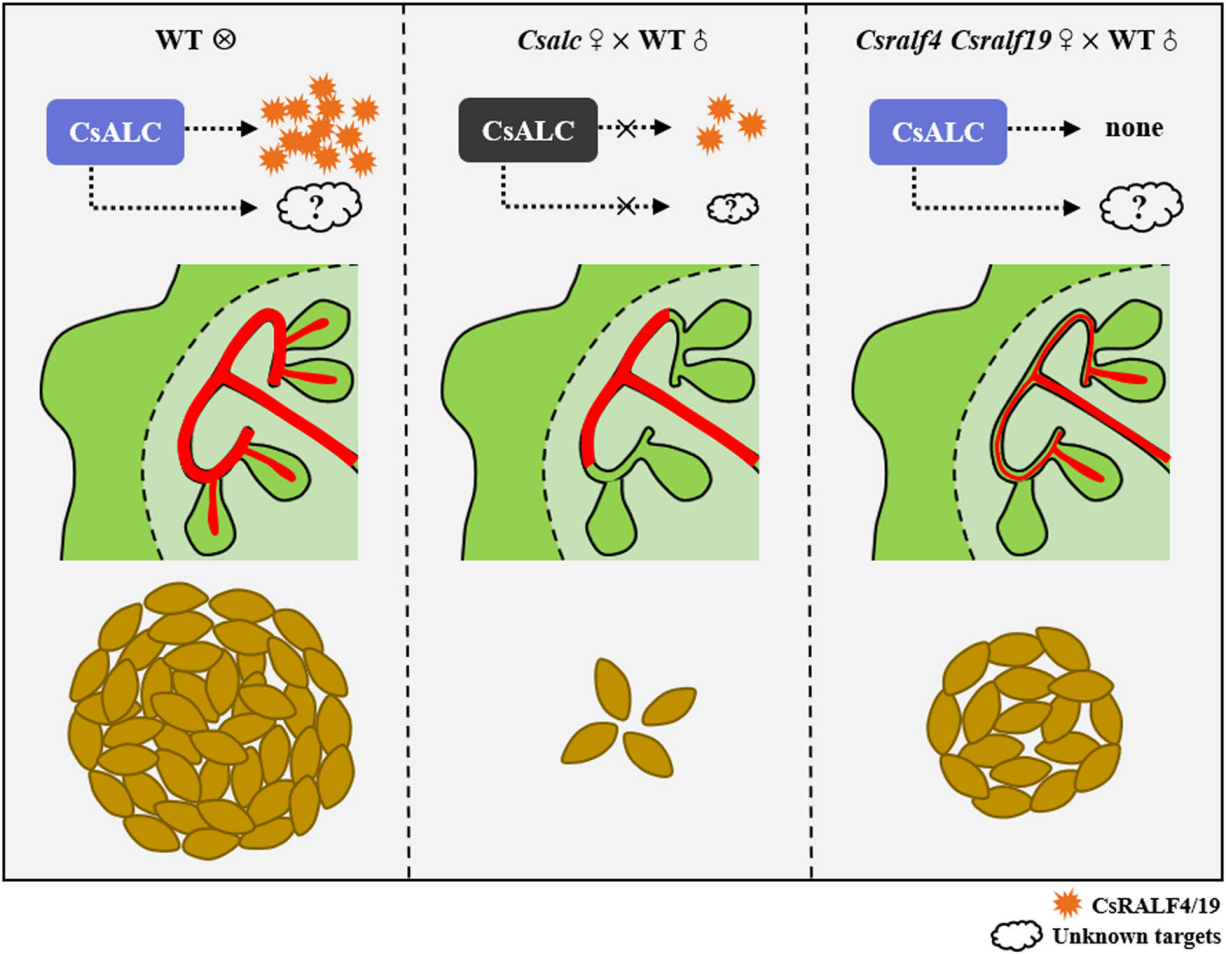
A working model for CsALC and CsRALF4/19 in pollen tube guidance in cucumber. In WT ovary, pollen tubes (in red) extend successively along the medial-, lateral- and terminal-TT and eventually enter ovules, producing hundreds of seeds per fruit in cucumber. In *Csalc* mutant, pollen tubes fail to re-orient to ovules and are blocked at the lateral TT, partially due to the decrease of CsRALF4/19 peptides, resulting in an approximately 95% reduction in seed number per fruit. In *Csralf4 Csralf1*9 mutant, the reduced pollen tube extension and decreased ovule targeting efficiency leads to about a 60% reduction of seed number in fruit. The much fewer seeds in *Csalc* mutants than in *Csralf4 Csralf1*9 mutants indicate there must be other downstream target genes.

However, despite a similarly reduced extracellular matrix in *Csspt* ovaries, no pollen tube emergence defect was observed (Supplementary Fig. 9)^30^, suggesting the polysaccharides in TT may not be the critical factor required for proper pollen tube re-orientation. *CsSPT* mainly functions in the development of style TT that facilitates pollen tube extension from the stigma to the ovary. Mutation of *CsSPT* resulted in only upper portion ovules fertilized and thus a 60% reduction in seed set^30^. Considering *Csspt Csalc* double mutants displayed a complete loss of female fertility derived from the absence of TT, more severe than either *Csspt* or *Csalc* single mutants^30^, therefore, we conclude that CsALC and CsSPT have divergent functions in pollen tube guidance, while redundant roles in TT development in cucumber.

Besides the extremely high enrichment in pollens, *CsRALF4/19* were also expressed in female reproductive tissues in cucumber (Fig. 3). Knockout of both *CsRALF4* and *CsRALF19* resulted in pollen tube rupture prematurely and reduced female fertility from diminished pollen tube distribution at lateral and terminal-TT, and decreased ovule targeting efficiency (Fig. 5). These data suggested that in addition to the conserved function in pollen tube integrity by pollen-located CsRALF4/19 peptides^12,13^, the transmitting tract-expressed CsRALF4/19 peptides mediate pollen tube growth and extension in the cucumber ovary, probably by interaction with pollen tube-expressed RALF receptors similar to those in pollen tube integrity control^12^ (Fig. 7). Expression analysis indicated the CRPs *CsRALF4*/*19* transcripts were decreased in *Csalc* ovaries (Fig. 3). Although no direct interaction was found by yeast one hybrid, in vivo assay of *N. benthamiana* showed the positive regulation of CsALC on *CsRALF4/19* expression, perhaps with the assistance of other cofactors (Supplementary Fig. 7). Interestingly, the expression of *CsRALF4/19* was unchanged in the stamen of *Csalc* mutant (Supplementary Fig. 6), implying the positive regulations of *CsRALF4/19* by *CsALC* is female specific. Considering the crossing data of male sterility and reduced female fertility in *Csralf4 Csralf19* double mutants (Figs. 5 and 6), CsRALF4/19 may have distinct functions in male and female cells in cucumber. Notably, the phenotype of seed set decrease in *Csralf4 Csralf19* double mutants was not as severe as that in *Csalc* mutants, indicating there are additional downstream genes of CsALC besides *CsRALF4/19* during pollen tube guidance (Fig. 7).

As the paralog of SPT, ALC originated from a gene duplication event prior to the emergence of the Brassicaceae^29^. In the dehiscent silique of *Arabidopsis*, *ALC* controls fruit opening by promoting cell differentiation at separation layers^27^. In the berry fruit of Solanaceae, transient knock-down of both *ALC* and *SPT* genes resulted in increased fruit lignification in tomato and pepper^45^. In the fleshy pepo fruit of Cucurbitaceae, our study showed the unique role of CsALC in female fertility via mediating pollen tube emergence in cucumber (Fig. 2, Fig. 7). Therefore, ALC has undergone functional divergence in different fruit types. From an evolutionary point of view, however, ALC homologs from different species commonly contribute to sexual reproduction success, such as participating in fruit opening and thus facilitating seed dispersal in *Arabidopsis*^46^, or controlling pollen tube guidance and enabling seed genesis in cucumber.

Interestingly, CsALC surrounding region is under-selected during the domestication process in cucumber (Supplementary Fig. 8). In wild cucumbers, seedy fruits are advantageous for species reproduction and survival. However, in cultivated cucumber, fruits with fewer seeds are preferred for easy consumption. Thus, the *CsALC* gene may be selected unconsciously during the long history of cucumber cultivation. Notably, a segment in the first exon of *CsALC* (not the bHLH domain) displayed no polymorphism among all the 115 cucumber germplasms examined, which encoded a serine that is highly conserved in the Cucurbitaceae family. The functions of this specific serine, as well as the key domestication regions of CsALC await further studies.

## Methods

### Plant materials and growth conditions

Cucumber (*Cucumis sativus* L.) inbred line XTMC (North China type) was used in this study. Seeds were soaked and germinated in the dark at 28 °C, then grown in the soil in a growth chamber under a 16 h/8 h and 28 °C/22 °C day/night regime until the roots fully developed and true leaves expanded. Seedlings were then transplanted to a standard greenhouse in the experimental field of China Agricultural University, Beijing. Water and fertilizer management, and pest control were performed according to standard protocols.

### Gene cloning and structural analysis

An 1140-bp fragment containing the complete *CsALC* coding sequence (CDS) was amplified from male flower buds and open male flowers, and the 351-bp length *CsRALF4* CDS and 339-bp length *CsRALF19* CDS were obtained in the same way with gene-specific primers (Supplementary Data 1), based on sequence information in CuGenDB (http://cucurbitgenomics.org/). The gene structure was analyzed using the online software GSDS 2.0 (http://gsds.gao-lab.org/).

### Phylogenetic trees construction

To retrieve protein and CDS sequences for phylogenetic analysis, *Arabidopsis* SPT and ALC were used as queries to search against the genome database Phytozome (https://phytozome.jgi.doe.gov/pz/portal.html) and National Center for Biotechnology Information (https://blast.ncbi.nlm.nih.gov/Blast.cgi), using BLAST with a parameter of 1 × 10^−10^. Full-length protein sequences of sampled species were aligned using the program Muscle 3.6 (http://www.drive5.com/muscle/), and the resulting alignment was manually adjusted in GeneDoc 3.2. Based on the protein alignment, a DNA matrix was produced by PAL2NAL (http://www.bork.embl.de/pal2nal/). Protein sequences of RALFs from *Arabidopsis* and cucumber were obtained using the protein BLAST search in NCBI, TAIR (https://www.Arabidopsis.org/), and CuGenDB. A phylogenetic tree was generated using the Neighbor-joining method and the bootstrap analysis with 1000 replicates in the MEGA-X. Multiple sequence alignment was performed using CLUSTALW in MEGA-X. Accession numbers of all sequences used for phylogenetic analysis are listed in Supplementary Data 2.

### Subcellular localization of CsALC

The full-length CDS of *CsALC* without termination codon was fused into the pUC-SPYNE vector to generate a CsALC-GFP in-frame fusion protein. The empty pUC-SPYNE vector was used as a positive control. Constructs were bombarded into onion epidermal cells using a PDS-1000/He particle delivery system (Bio-Rad) as described previously^47^. After incubation in the dark at 22 °C for 24 h, fluorescence signals were captured using a confocal laser-scanning microscope (Leica SP8, Germany) with 488 nm excitation wavelength.

### Quantitative real-time PCR

The young leaves, stems, tendrils, male flower buds at stage 10, female flower buds at stage 10, male flowers, female flowers, ovaries and pollens, pollen tubes at 3 h after germination, transmitting tract, ovules were frozen in the liquid nitrogen and stored at −80 °C until use. Unless otherwise indicated, these reproductive tissues and organs were collected at anthesis (the day for pollination). Transmitting tracts and ovules were isolated from the middle parts of the ovary. Pollens from four male flowers were eluted in RNA-extracted lysis buffer. Pollens were cultured in liquid pollen germination medium [15% (w/v) sucrose, 0.01% (w/v) boric acid, 1 mM Ca(NO_3_)_2_, pH 6.5] for 3 h and after centrifugal collection, pollen tubes were re-suspended in RNA-extracted lysis buffer. Total RNA was extracted with Trizol reagent as described in the manufacturer’s instructions (Promega, China, http://promega.bioon.com.cn/), and cDNA was synthesized using FastQuant RT Kit (Tiangen, China, http://www.tiangen.com/). Quantitative real-time PCR (qPCR) was performed using TB Green™ Premix Ex Taq™ (Takara, Japan, http://www.takarabiomed.com.cn/) on the Applied Biosystems 7500 real-time PCR system and Bio-RAD CFX384 system. Cucumber *Ubiquitin extension protein* (*CsUBI* CsaV3_5G031430) was used as the internal reference gene^48^. The relative expression was calculated according to the comparative cycle threshold (CT) method^49^. Three biological replicates and three technical replicates were performed for each gene. Primer information is listed in Supplementary Data 1.

### In situ hybridization

The 25-day-old shoot apex, male and female flower buds, and ovaries at anthesis without pollination and at 32 h after pollination of XTMC and *Csalc* mutants were fixed with 3.7% formalin–acetic acid–alcohol (FAA) fixative. Sampling and recognition of flower buds at different developmental stages were referred to in the previous study^50^. Sense and antisense probes were amplified with gene-specific primers containing SP6 and T7 RNA polymerase binding sites, respectively. Sample fixation, sectioning, and hybridization were performed as described previously^51^. Primer information is listed in Supplementary Data 1.

### Cucumber transformation

The CRISPR-Cas9 knockout vector pKSE402 with GFP fluorescence screening marker is provided by Prof. Huang Sanwen. The guide RNA (gRNA) is designed in the Cas-Designer website (http://www.rgenome.net/cas-designer/). Single target primers (for mutation of *CsALC*, *CsRALF4*) and double target primers (For simultaneous mutation of *CsRALF4* and *CsRALF19*) were designed and synthesized according to the published methods^52^. Single target gRNA generated by denaturing annealed, and double target gRNAs by PCR amplification using vector pCBC-DT1T2 as template were respectively incorporated into vector pKSE402. *Agrobacterium tumefaciens* EHA105 carrying the recombinant vector was shake-cultured to OD_600_ 0.6–0.8, then adjusted to OD_600_ 0.2–0.3. The cucumber cotyledon explant was infected by *Agrobacterium* suspensions with a syringe under negative pressure. After 3 days of co-culture in darkness, explants were transferred to the medium for bud differentiation and bacteriostasis. After 3–4 weeks, the regenerated shoots with GFP fluorescence were screened under a fluorescence stereomicroscope (Filter Cube: Excitation filters 460–500 nm, Dichroic mirror 505 nm, and Barrier filters 510 nm). The homozygous T1 mutant seedlings without vector (GFP-free) were selected from T0 transgenic lines for further phenotypic analysis and data statistics. Details about cucumber tissue culture refer to the previous study^53^.

### Alexander staining for pollen viability

Stamens from open male flowers, at least 3 for each plant, were washed to make pollen suspension (each flower stamen with 200 μL H_2_O). 5 μL pollen suspension and 15 μL Alexander dye were mixed on the slide and stained for 2 min. The pollen grains stained with purplish red under the microscope indicate the viable pollens. Each biological replicate counted at least 5 fields.

### in vitro pollen germination

Pollen grains from open male flowers were lightly swept into the pollen germination medium [15% (w/v) sucrose, 0.01% (w/v) boric acid, 1 mM Ca(NO_3_)_2_, and 0.5% (w/v) agar, pH 6.5] using a soft brush^54^. After being cultured in light and humid at 28 °C for 3 h, the germinating pollen tubes were observed and captured under microscope. The pollen tube germination percentage and pollen tube length were counted and measured in CellSens standard and ImageJ software^55^. At least three male flowers were counted for each mutant line and five fields were counted for each Petri dish. Pollen tube length longer than pollen grain diameter is determined as normal germination.

### Aniline blue staining of pollen tubes

One female flower was pollinated with two male flowers. Pollinated excised pistils (with superior ovaries) were placed in Petri dishes and wetly cultured in a growth chamber under a 16 h/8 h and 28 °C/22 °C day/night regime. After 32 h, the pistils were sliced lengthwise or crosswise (about 0.5–1 mm in thickness) and fixed in 75% ethanol and 25% acetic acid solution for 3–6 h. After softened in 8 M NaOH for 3–6 h, the sample slices were stained with Aniline blue solution [0.1% (w/v) Aniline Blue in 0.1 M K_3_PO_4_] for at least 2 h. The pistil slice was placed on a slide and the pollen tube extension in vivo was observed and photographed under a fluorescence microscope with excitation wavelength of 330–385 nm^56^. The pollen tube density in pistils was indicated by fluorescence intensity and quantitated in ImageJ software^55^. After fluorescence images were split into three channels, the red channel diagram was chosen and the fluorescence intensity was converted to the gray value, adjusted, and calculated in ImageJ software.

### Alcian blue staining of transmitting tracts

Pistils at anthesis were fixed in 3.7% formaldehyde, 5% acetic acid, and 50% ethanol and subsequently dehydrated through ethanol series (50%, 70%, 85%, 95%, 100%, each 60 min), then hyalinized with xylene (50% 60 min, 100% 60 min three times) and embedded in paraffin. Samples (styles and ovaries) in paraffin were made for 10 μm thickness sections by microtome. After deparaffinization through xylene (10 min twice) and ethanol series (100%, 95%, 85%, 70%, 50%, each 5 min), sections were hydrated in water twice and stained with 0.5% Alcian blue solution (1 g Alcian blue 8GX in 200 mL H_2_O) for 30 min. After washing, sections were examined under microscopy^56^. The deeper blue refers to the higher acid polysaccharide content.

### Transcriptomic analysis

Ovaries of WT and *Csalc* mutant at 32 h after pollination were collected for RNA-seq analysis. Three biological replicates were set. Illumina’s next-generation high-throughput sequencing platform and PE150 sequencing strategy were adopted. After quality control, clean read pairs were obtained and mapped to the cucumber genome sequence (http://cucurbitgenomics.org/ Chinese long CDS V2). All genes were quantitatively analyzed to identify the differential genes. The cutoff for DEGs was at least a 2-fold change in expression and a false discovery rate (FDR) of <0.05^57^ (listed in Supplementary Data 3). 

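All 28 genes of Supplementary Data 3 were found in the authors' deposited table with the same direction. Their group means in the list and in the table differed by at most 3.79e-06 of the value, and their log2 ratios by at most 4.90e-05. In the list, 8 genes are higher and 20 lower in *Csalc*. No gene outside the list passed both thresholds in the table.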

Sequencing data were deposited with the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information under accession number GSE182139.

### Yeast one-hybrid assay

Vectors pB42AD and pLacZi2u were used for yeast one-hybrid assay. Plasmids for AD-fusions of CsALC were co-transformed with the LacZ reporters driven by two fragments from *CsRALF4* or 3 fragments from *CsRALF19* into the yeast strain EGY48. G-box elements were queried on *CsRALF4/19* promoter and genomic region, as well as other 27 DEGs between *Csalc* mutant and WT in the PlantCARE website (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/). Yeast transformants were then selected on SD/-Trp-Ura agar plates for 4 days at 30 °C. The yeast transformants were further grown on SD/Gal/Raf/-Trp-Ura agar plates containing X-Gal (5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside) for blue color development^58^. Yeast transformation was conducted as described in the Yeast Protocols Handbook (Clontech).

### LUC/REN assay for protein–DNA interactions in tobacco leaves

The *CsALC* CDS was cloned into pGreenII 62-SK as effectors. The 1811 and 3326 bp sequences upstream of *CsRALF4* and *CsRALF19* coding regions were cloned into pGreenII 0800-LUC as reporters. The *Agrobacterium* GV3101 pSoup strain carrying the above recombinant vector (9: 1 effector: reporter construct cell culture mixture) was introduced into the half of a *N. benthamiana* leaf. The other half leaf was infiltrated with the strain carrying the empty effector and *CsRALF4*/*CsRALF19* reporter as a negative control. The activities of firefly luciferase (LUC) and *Renilla reiformis* luciferase (REN) were measured at 72 h after infiltration on a microplate reader instrument (Molecular Devices SpectraMax i3x, the USA). The ratio of LUC to REN was calculated as the measurement result of transcriptional activity of CsALC on *CsRALF4*/*19* with eight biological replicates^59^.

### Nucleotide diversity and selective footprint analysis

Published sequencing data of 115 cucumber germplasms with 37 East Asian (EA), 29 Eurasian (EU), 19 Xishuangbanna (XSBN), 13 Indian wild genotypes (INW), and 17 Indian domestic (IND) accessions were used in this analysis^28^. Nucleotide diversity was calculated as an *π* value for the five groups using VCFtools, which was further used to estimate the fixation index (FST) between EA/EU/XSBN/IND and the Indian wild counterparts (INW).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

Transcriptomic data in this study can be found under accession number GSE182139 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182139). Cucumber genes reported in this manuscript can be searched in CuGenDB (http://cucurbitgenomics.org/). All data generated or analyzed during this study are available in this published article and its supplementary information files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Pollen tube emergence is mediated by ovary-expressed ALCATRAZ in cucumber
**Source:** Nat Commun. 2023 Jan 17;14:258. doi: 10.1038/s41467-023-35936-z
**Supplement:** Supplementary file 1 — Supplementary Information

**Pollen tube emergence is mediated by ovary-expressed ALCATRAZ in cucumber**

Zhihua Cheng<sup>1#</sup>, Xiaofeng Liu<sup>1#</sup>, Shuangshuang Yan<sup>1</sup>, Bin Liu<sup>2</sup>, Yanting Zhong<sup>1</sup>, Weiyuan Song<sup>1</sup>, Jiakai Chen<sup>1</sup>, Zhongyi Wang<sup>1</sup>, Gen Che<sup>1</sup>, Liu Liu<sup>1</sup>, Ao Ying<sup>1</sup>, Hanli Lv<sup>1</sup>, Lijie Han<sup>1</sup>, Min Li<sup>1</sup>, Jianyu Zhao<sup>1</sup>, Junqiang Xu<sup>3</sup>, Zhengan Yang<sup>3</sup>, Zhaoyang Zhou<sup>1\*</sup>, and Xiaolan Zhang<sup>1\*</sup>

<sup>#</sup>These authors contributed equally.

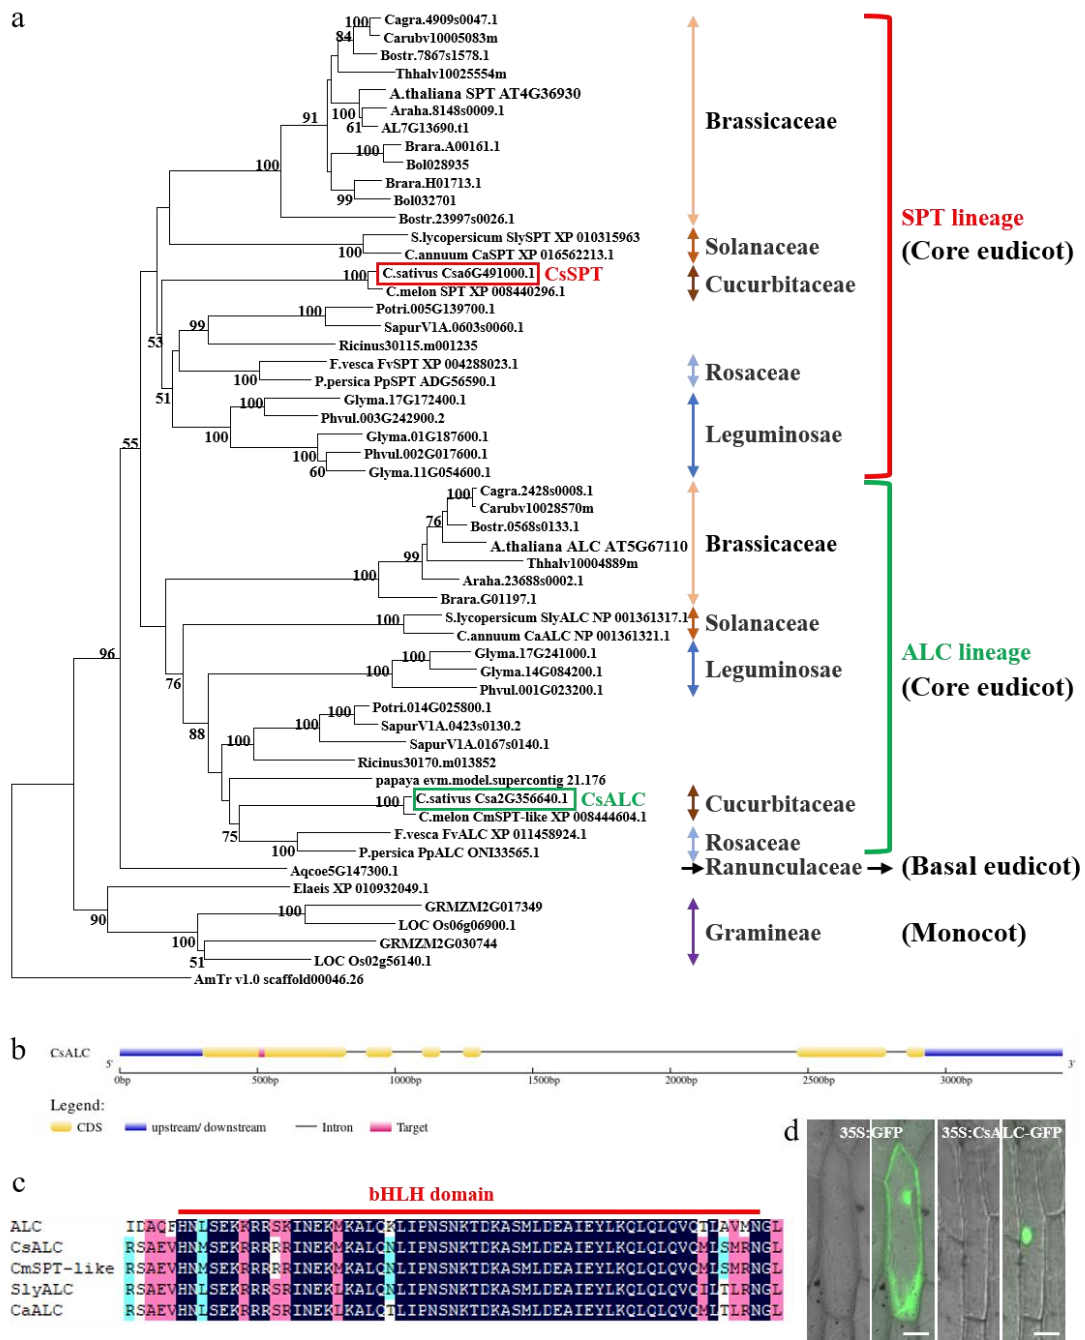

**Supplementary Figure 1. Sequence analyses for CsALC.** **a** Phylogenetic analysis of CsSPT and CsALC homologues among angiosperms. **b** *CsALC* gene structure, in which exons and introns are marked by yellow boxes and black lines, respectively; pink box indicates the gRNA-targeted 19nt region; blue boxes represent the 5' and 3'UTRs. **c** bHLH domain alignment of CsALC and representative ALC homologues selected from (a). **d** Subcellular localization of CsALC. GFP driven by the 35S promoter was used as the positive control. GFP was shown in green. Left and right represent pictures taken under bright field and merge views, respectively. The experiment was repeated twice with similar results. Scale bars = 50  $\mu$ m.

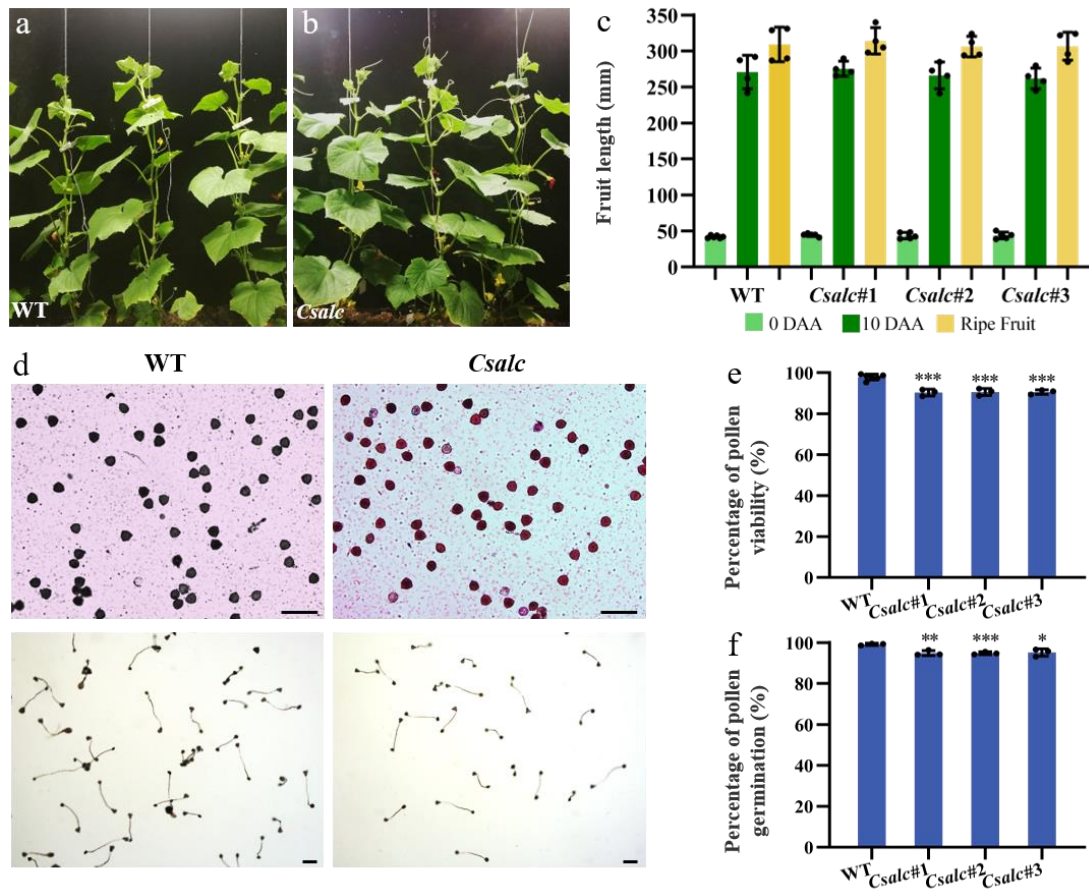

**Supplementary Figure 2 Comparison of WT and *Csalc* mutants in plant growth, fruit length and pollen viability.** **a-b** Plant growth of WT and *Csalc* mutants in the greenhouse. **c** Quantitative analysis of WT and *Csalc* fruit length at three developmental stages. DAA: days after anthesis. From left to right,  $n = 6, 4, 4, 5, 4, 4, 5, 4, 4, 5, 4, 4$  ovaries. **d**, Alexander staining of pollens (top row) and *in vitro* pollen germination (bottom row) in WT and *Csalc* mutants. Scale bars = 200  $\mu\text{m}$ . **e, f** Quantitative analysis of pollen viability in (**d**).  $n = 6, 3, 3, 3$  biologically independent samples in (**e**) and 3, 3, 3, 3 biologically independent samples in (**f**), respectively. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  (two-sided Student's *t* test).

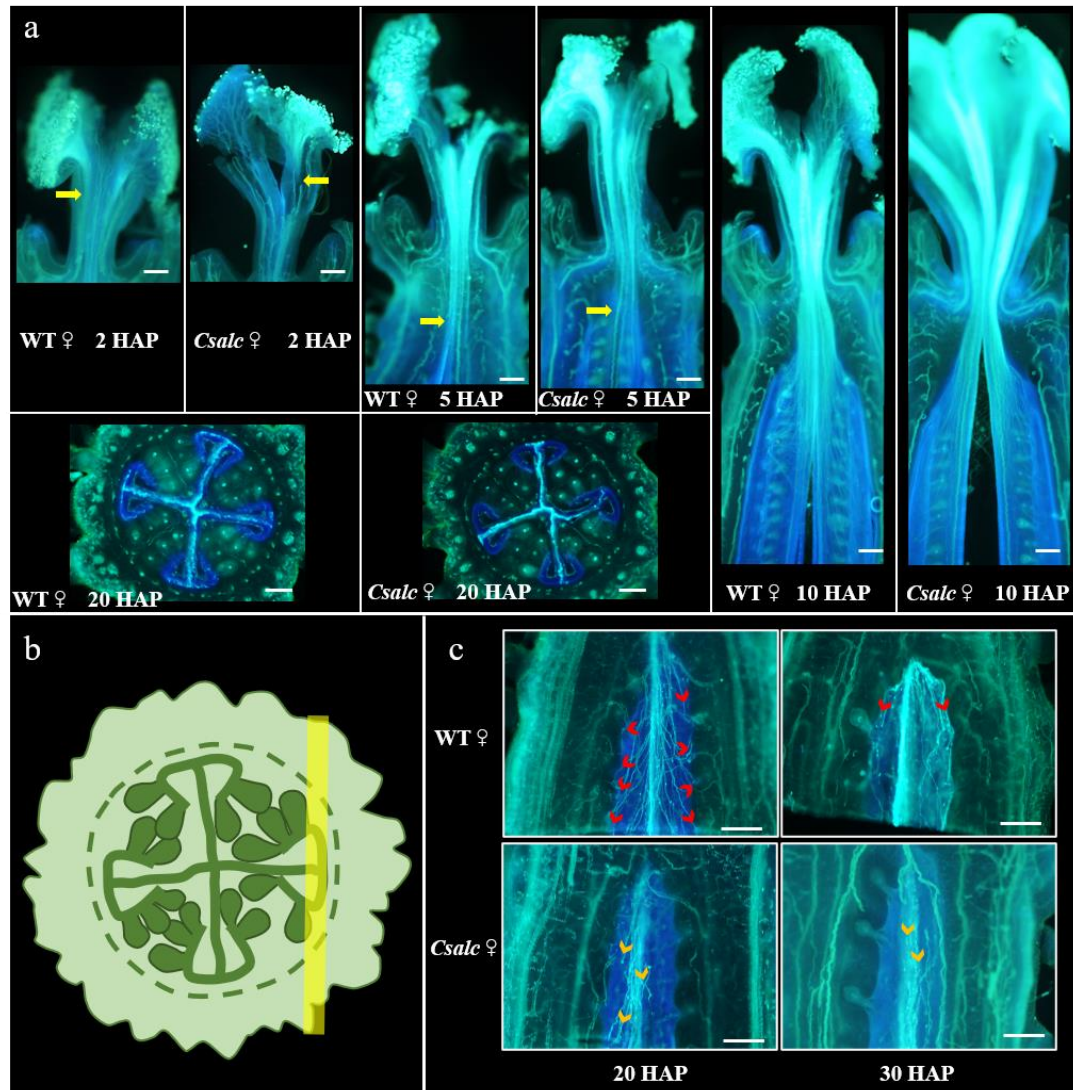

**Supplementary Figure 3 Comparison of pollen tube extension in WT and *Csalc* mutants.** **a** Pollen tube extension in WT and *Csalc* pistils at 2 h, 5 h, 10 h, 20 h after pollination (HAP). Yellow arrows indicate the pistil position where most pollen tubes reached. Composite images were integrated and spliced from local images taken separately. Scale bars = 500 μm. **b-c** Pollen tube extension at lateral TT in WT and *Csalc* mutants. **(b)** Schematic diagram of ovary transection with four carpels. The yellow strip refers to the position of longitudinal sections in **(c)**. **c** Pollen tube distribution at lateral TT of WT and *Csalc* mutants at 20 HAP and 30 HAP. Red/ Orange arrow heads indicate the WT pollen tube extension direction in WT/ *Csalc* mutants. Scale bars = 500 μm. The experiments were repeated three times with similar results (**a**, **c**).

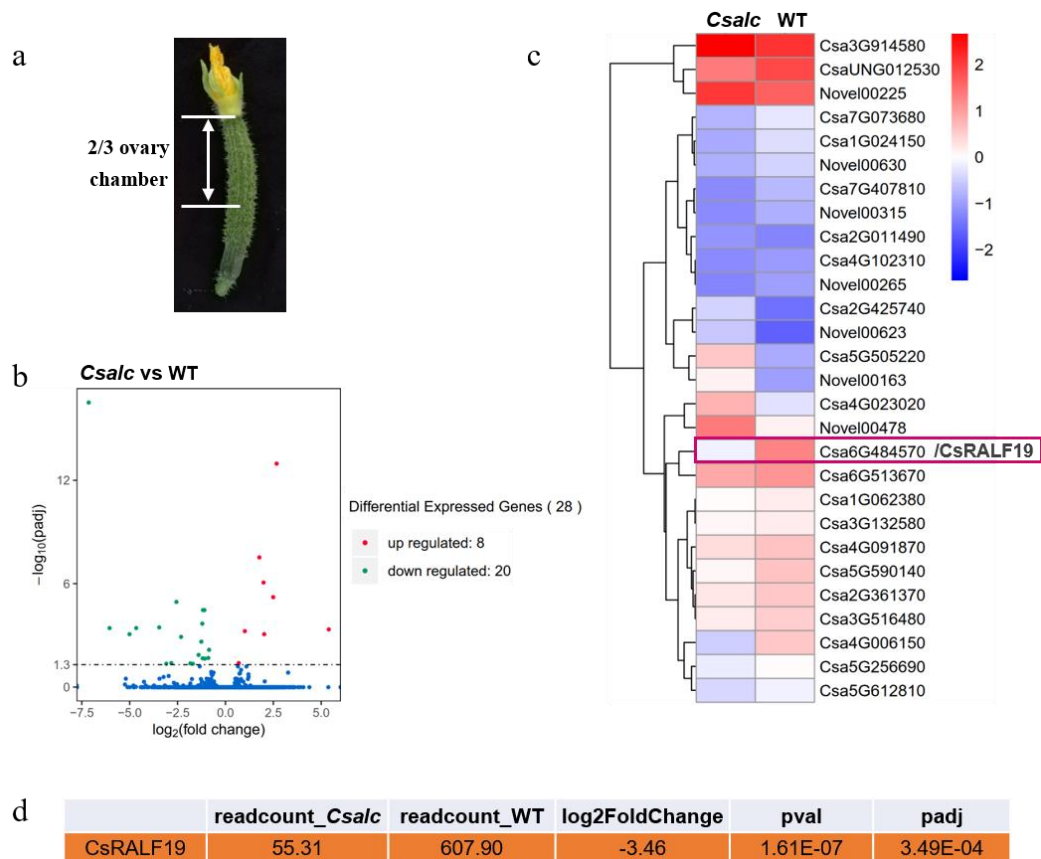

**Supplementary Figure 4 Transcriptomic analyses of *Csalc* mutant and WT ovaries.**

**a** A representative ovary sample (top 2/3) at 32 h after pollination used for RNA-Seq.

**b** Volcano of DEGs between *Csalc* mutant and WT. **c** Heat map of the 28 DEGs between

*Csalc* mutant and WT. **d** Quantitative data of *CsRALF19* expression in *Csalc* mutant and WT ovaries by RNA-Seq.

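The volcano plot sets the size of the difference between the groups against its p-value, and the heat map shows 1 colour per group, which is the group mean and not the single libraries. Of the 21675 genes with a p-value in the authors' deposited table, 1679 differed at least 2-fold between the group means. Most of these were genes with few reads: 188 of them had an overall mean of at least 10 normalized counts, 88 higher and 100 lower in *Csalc*. Over the 18593 genes with such a mean and counts in both groups, the median log2 ratio was -0.01.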

a

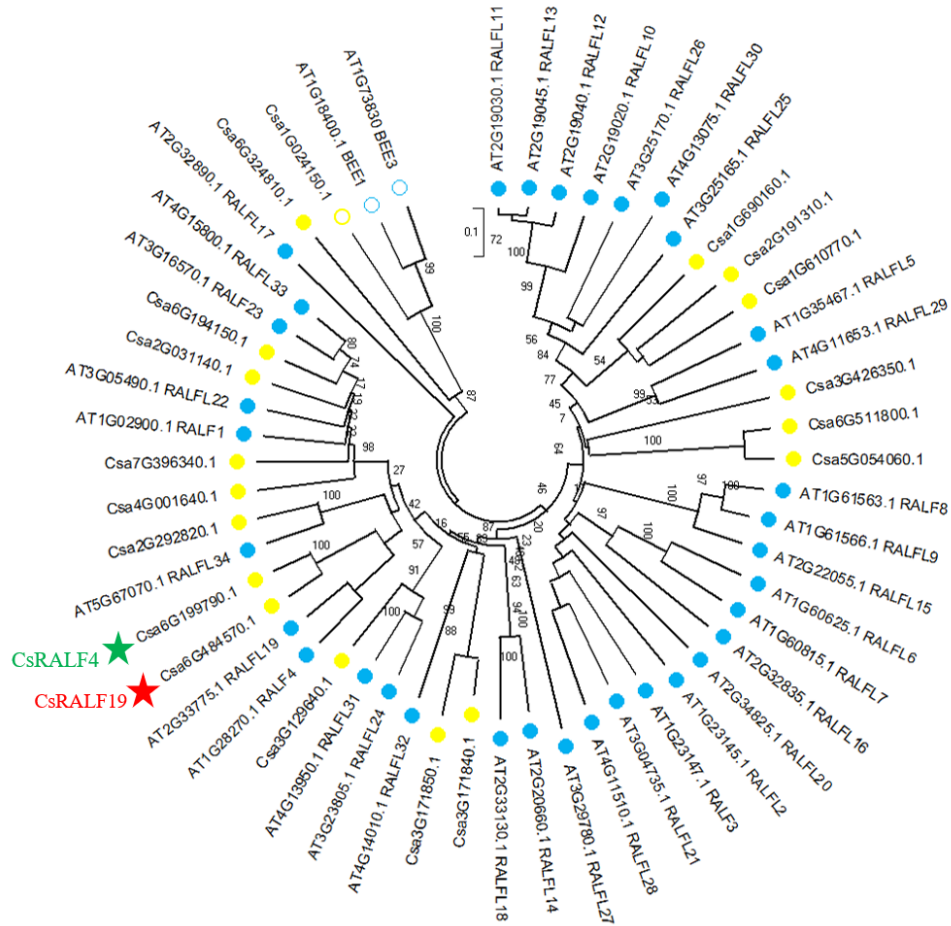

b

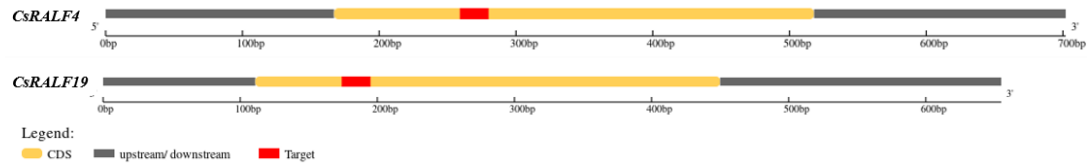

**Supplementary Figure 5 Phylogenetic and sequence analyses for *CsRALF4* and *CsRALF19* gene.** **a** Cucumis RALF4/19 clustered with *Arabidopsis* homologues. Blue solid circles, *Arabidopsis* RALFs; Yellow solid circles, potential cucumber RALFs. *Arabidopsis* and cucumber bHLH proteins (blue and yellow hollow circles) were used as the outgroup. **b** Structural diagram of *CsRALF4* and *CsRALF19* genes. Exons are marked by orange boxes, red box indicates the gRNA-targeted 19nt region, and gray boxes represent the 5' and 3'UTRs.

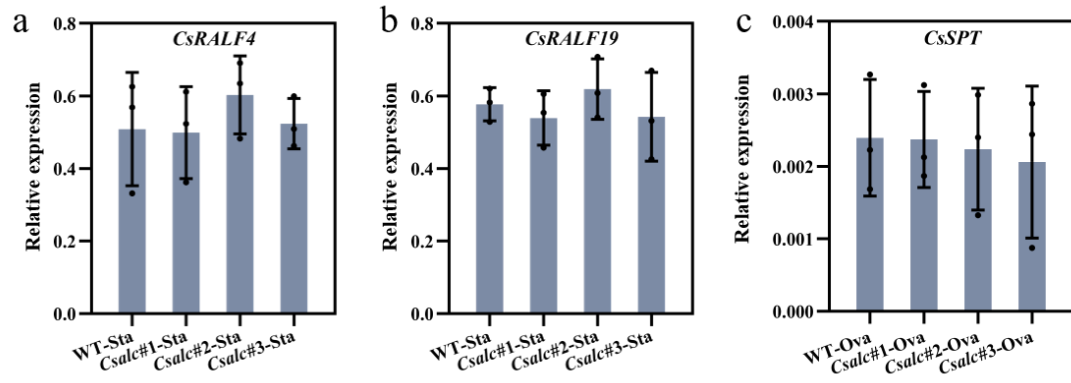

**Supplementary Figure 6** qPCR analysis of *CsRALF4/19* and *CsSPT* in *Csalc* mutants. **a-b** *CsRALF4* (**a**) and *CsRALF19* (**b**) expression in WT and *Csalc* stamens. **c** *CsSPT* expression in WT and *Csalc* ovaries. n = 3 biologically independent samples. Error bars represent mean + SD.

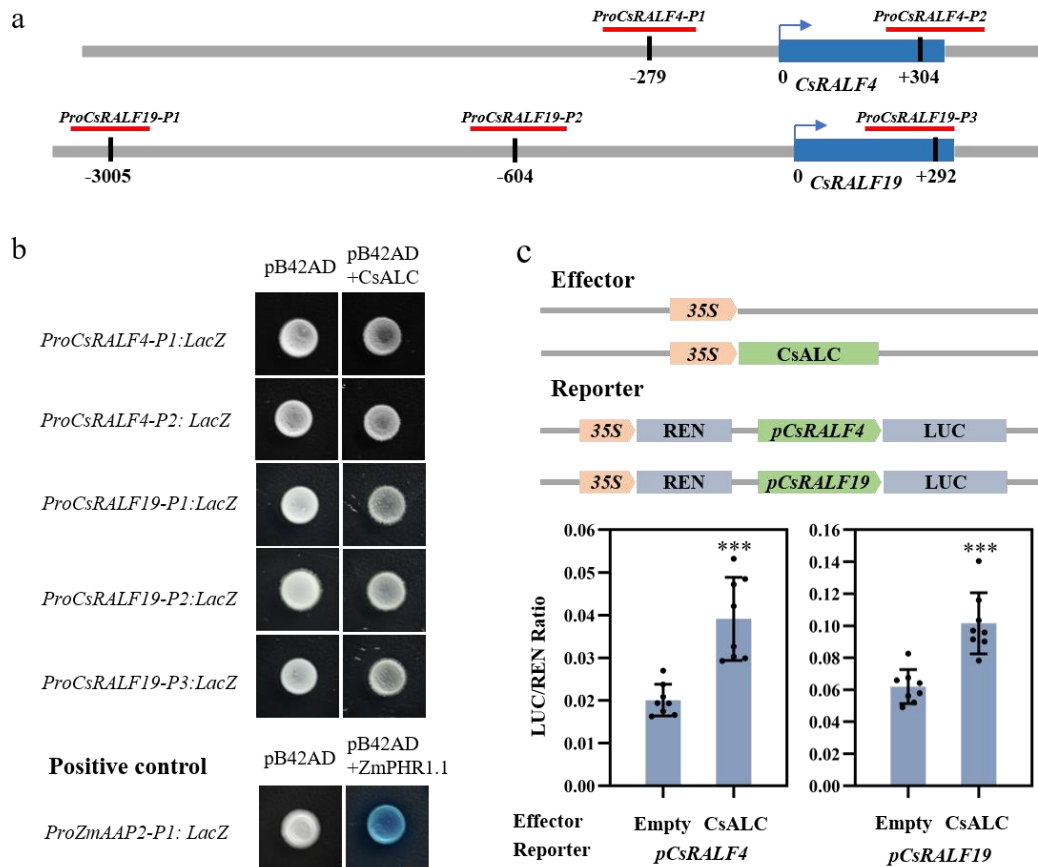

**Supplementary Figure 7 CsALC promoted *CsRALF4/19* expression *in vivo*.** **a** Schematic diagram of fragments containing G-box elements (*ProCsRALF4-P1/P2*; *ProCsRALF19-P1/P2/P3*) in promoters and genomic regions of *CsRALF4* and *CsRALF19*, respectively. **b** Yeast one hybrid assay showing no binding of CsALC to segments containing the G-box elements in *CsRALF4* or *CsRALF19* promoter and genomic region. The protein ZmPHR1.1 and the segment *ProZmAAP2-P1* was used as the positive control<sup>58</sup>. **c** LUC activity assay in *Nicotiana benthamiana* leaves after co-expression of 35S:CsALC (effector) and *pCsRALF4::LUC*/*pCsRALF19::LUC* (reporter). The empty vector effector was used as the negative control. The REN gene driven by the 35S promoter was used as the internal reference. n = 8 biologically independent samples. Error bars represent mean + SD. \*\*\*  $p < 0.001$  (two-sided Student's *t* test).

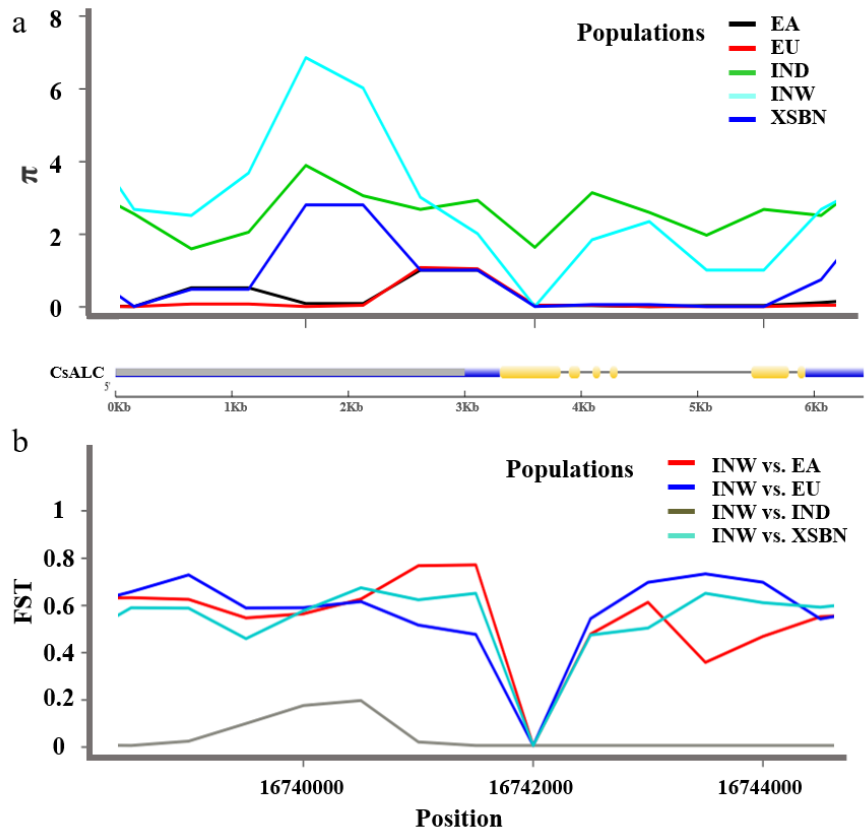

**Supplementary Figure 8 The region surrounding *CsALC* gene was selected during cucumber domestication. a** Nucleotide diversity of five cucumber populations at individual nucleotide sites in *CsALC* gene region. The horizontal axis refers to the position in the Chinese Long 9930 v2 genome, and the vertical axis represents the  $\pi$  value of each cucumber group. **b** Pairwise difference of allele frequency ( $F_{ST}$ ). The horizontal axis indicates the position in Chinese Long 9930 v2 genome, and the vertical axis refers to  $F_{ST}$  value of INW vs. EA, INW vs. EU, INW vs. IND, and INW vs. XSBN. INW: Indian wild, IND: Indian domestic, XSBN: Xishuangbanna, EA: East Asian, EU: Eurasian.

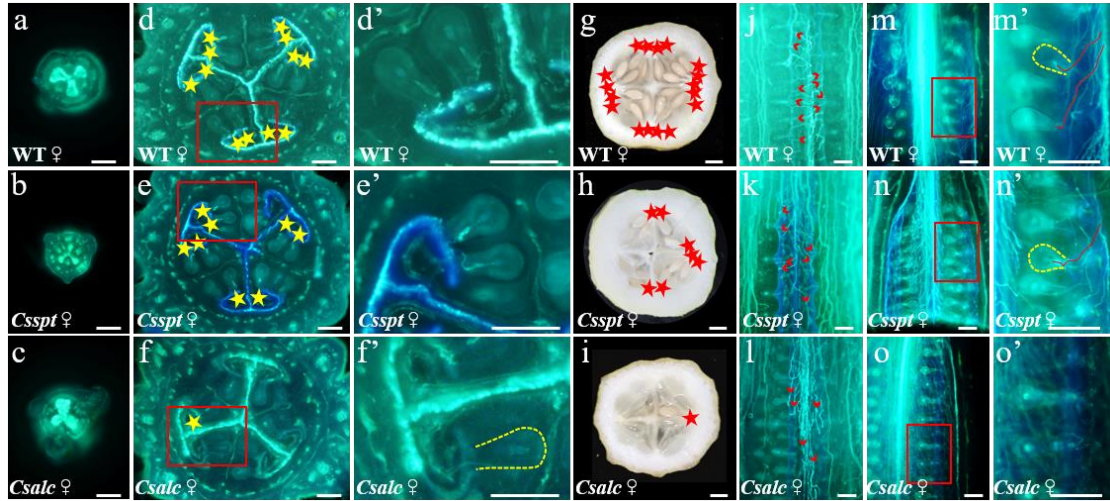

**Supplementary Figure 9 The comparison of pollen tube extension in *Ccsspt* and *Ccsalc* mutants.** **a-f'** *Ccsspt* mutant displaying extremely reduced pollen tube density while relatively normal ovule targeting compared to *Ccsalc* mutant. (**a-c**) Transverse sections of styles; (**d-f**) Top quarter of ovaries; (**d'-f'**) Enlarged view of red boxes in (**d-f**). Yellow stars mark ovules targeted by pollen tubes. Scale bars = 500  $\mu$ m. **g-i** Transection of WT, *Ccsspt* and *Ccsalc* mature fruits. Red stars indicate the plump seeds. Scale bars = 1 cm. **j-l** Normal pollen tube emergence at lateral TT in *Ccsspt* mutant. Red arrow heads refer to the pollen tube extension direction. Scale bars = 500  $\mu$ m. **m-o'** Longitudinal sections showing WT pollen tubes enter ovules in WT and *Ccsspt* mutants. **m'-o'** Enlarged view of red boxes in (**m-o**). Targeted ovules are delineated by yellow dots, and pollen tubes are marked by red lines. Scale bars = 500  $\mu$ m. The experiments were repeated three times with similar results.

# Supplementary material for: Pollen tube emergence is mediated by ovary-expressed ALCATRAZ in cucumber
**Source:** Nat Commun. 2023 Jan 17;14:258. doi: 10.1038/s41467-023-35936-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Data 1:** Primer information.

**Supplementary Data 2:** SPT and ALC homologues among angiosperms.

**Supplementary Data 3:** DEGs between Csalc mutants and WT.

**Supplementary Data 4:** G-box distribution in Csalc DEG promoters

# Supplementary material for: Pollen tube emergence is mediated by ovary-expressed ALCATRAZ in cucumber
**Source:** Nat Commun. 2023 Jan 17;14:258. doi: 10.1038/s41467-023-35936-z
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

We used Olympus BX53 fluorescence microscope (Excitation filters 330-385nm, Dichroic mirror 400 nm and Barrier filters 420 nm) for Aniline blue staining images, BX53 microscope for images of in situ hybridization, tissue section, Alexander staining and in vitro pollen germination, Applied Biosystems 7500 real-time PCR system and Bio-RAD CFX384 (Bio-RAD CFX Maestro) for qPCR Ct value, Molecular Devices SpectraMax i3x (SoftMax Pro 6.5.1) for LUC and REN activity determination

Data analysis

CellSens standard and ImageJ for pollen viability statistics and pollen tube length measurement, ImageJ for pollen tube fluorescence determination, MEGA-X for phylogenetic tree analysis, Prism for Box-plots and bar graphs, Microsoft Excel for statistical calculations (mean, SD, t-test)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

*Provide your data availability statement here.*

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Study description

*Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).*

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample          | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                 | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |

Did the study involve field work? ☐ Yes ☒ No

## Field work, collection and transport

|                  |                                                                                                                                        |
|------------------|----------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions | Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).                              |
| Location         | State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth). |

Access & import/export

Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).

Disturbance

Describe any disturbance caused by the study and how it was minimized.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

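RNA was sequenced from cucumber ovaries at 32 h after pollination, in 3 WT and 3 *Csalc* libraries. The authors controlled read quality, mapped the read pairs to the Chinese Long V2 genome and counted reads on genes. The paper's text does not name the aligner, the counting program, the normalization or the test. The authors deposited 1 table with a mean normalized count per gene and group, here treated as a signal that is never negative, and with a p-value and an adjusted p-value per gene for their comparison. They averaged the replicates before depositing the table, so it has no column for a single library. The mutant column is headed spt2. It was taken as *Csalc* because Supplementary Data 3 prints the same values under that name.

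From the deposited table, the log2 ratio of the *Csalc* mean to the WT mean was computed for each gene without a pseudocount. The p-values deposited by the authors were adjusted by the Benjamini-Hochberg method over the 21675 genes that have one, and genes were called at an adjusted p under 0.05 and an absolute log2 ratio of at least 1, the thresholds of the paper's methods. No test across libraries was made for this result, so its p-values are the authors' own. The alternatives set before the data were examined changed the fold threshold, the adjusted p, the adjustment, the minimum mean, the inclusion of unannotated transcripts, the scaling between the groups and the pseudocount.

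The group means are sums of whole reads over 3 libraries, each read counting 1 divided by 3 times the size factor of its library. The 3 steps of each group were taken from its lowest means, refined by least squares, and used to search every combination of whole reads for each mean up to 700 normalized counts. All searched means matched at least 1 whole-read sum, 13242 in *Csalc* and 13314 in WT. A single combination was found for 56.2% of the searched *Csalc* means (nearly all of those found lie under 200) and for 100.0% of the WT means. Both groups were recovered for 7833 genes, 36.1% of the genes with reads. The search was tested on simulated columns with known reads. In them, 100.0% of the 7344 single combinations in *Csalc* and 100.0% of the 13143 in WT were the true reads. The recovered libraries carry no replicate number.

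An added set of tests, chosen after the table had been seen, used these reads: edgeR 4.0.16 with its quasi-likelihood test (R 4.3.3) on the 6743 recovered genes with an overall mean of at least 1, with library sizes from the size factors, and DESeq2 1.42.0 on the same genes. The standard errors given with edgeR values are the log2 fold change divided by the root of the F statistic. They are approximate and are not computed as those of DESeq2 are. The tests were checked on simulated counts of 6743 genes, 200 of them changed 4-fold. The edgeR test found 73.5% of the changed genes with 4 false calls, and DESeq2 found 62.0% with 7. Other versions lifted or raised the minimum mean, used TMM normalization, or took the most even or the least even combination of reads for genes with several. Each recovered library was left out in turn, and the 10 splits of the 6 libraries into 3 and 3 were tested.

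Depth differed little between groups, with size factors of 1.07 for the *Csalc* libraries and from 0.782 to 1.06 for the WT libraries. Genes with at most 3 reads in every library of a group were treated as at the floor, and their folds are given as lower bounds against 3 reads per library. Floors cover counting error only, in the group with few reads, and take the mean of the other group as exact. The genes given by name were those of Supplementary Data 3, *CsALC*, *CsSPT*, *CsRALF4* and *CsRALF19*. Full values are given for *CsRALF19*, for the 3 genes with the largest ratio of the group means in each direction and for the genes that miss the 2-fold threshold. None of the gene identifiers of the table matched the 23999 genes of the RefSeq table at hand, so gene descriptions are those of Supplementary Data 3 and no coordinates are given. Values of the qPCR experiments are the paper's, from its source data. Calculations used Python 3.11.15.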

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

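The tests in this part were chosen after the results were seen. The genes named here were chosen after their values were seen, and the table pairs no names with them.

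The edgeR quasi-likelihood test on the recovered reads called 8 genes that are not in Supplementary Data 3, 7 lower and 1 higher in *Csalc*, a signal in genes the paper does not discuss. Recovery left out most genes with a *Csalc* mean above 200, so the excess of lower genes cannot be read as a direction. In all 8 the libraries of the 2 groups did not overlap, which adds no evidence because the genes were called on these same libraries. Their adjusted p in the authors' deposited table lay between 0.229 and 0.815. Csa3G047870 had 36.3, 75.5 and 56.2 normalized counts in the *Csalc* libraries and 348, 1020 and 461 in the WT libraries, a log2 fold change of -3.44 (standard error 0.395, adjusted p = 0.000540), which is about the size and the pattern of *CsRALF19*. Of the 7 lower genes, 4 were highest in WT library b, as *CsRALF19* was, and the other 3 belong to the set of genes described next, which are low in that library. The number of called genes outside the list was 5 with an overall mean of at least 10 or with the most even combinations, 6 with TMM, 16 with DESeq2 and 22 without a minimum mean. It was 0 with the least even combinations, where 390 genes of all those tested had an unadjusted p under 0.05. With 1 library left out in turn it ranged from 4 without WT library c to 17 without *Csalc* library b, and it was 16 without WT library b. Of the 10 splits of the 6 libraries, only the real one, 1 split, gave as many called genes as the 23 of the real groups, and another split gave 13. By genes with an unadjusted p under 0.05 the real split did not stand out, with 442 against 488 and 460 in 2 other splits. The tested genes were also selected by the means of the real groups, so the splits do not start on equal terms. Splits of 3 against 3 libraries cannot exclude chance, since the share of splits never goes under 0.1. The difference in genotype stays open as an untested explanation for these genes, with the limit given next for the 3 that are low in WT library b.

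Some genes that fell in *Csalc* were also low in 1 WT library. Among recovered genes with a WT mean of at least 10, 39 fell at least 4-fold (log2 ratio with a pseudocount of 1). In 19 of these, 1 WT library was under 1 in 3 of both others, and it was library b for 18 of the 19. None of the 18 is in Supplementary Data 3, and their lowest adjusted p in the authors' deposited table was 0.484, but 3 of the 18 are among the 8 genes called by the edgeR test on recovered reads. Their normalized counts add up to 575, 73.1 and 563 in WT libraries a, b and c, and to 19.6, 41.0 and 32.8 in the *Csalc* libraries. For Csa2G356040 the values were 93.5, 8.89 and 81.9 in WT and 0, 4.66 and 5.62 in *Csalc* (log2 fold change -4.11, standard error 0.802, adjusted p = 0.0391 in the edgeR test). Of the 20 genes that fell at least 4-fold and had no such low WT library, 17 were highest in library b, and 9 of the 20 are in Supplementary Data 3. Library b stood apart from the other WT libraries in the 19 genes with a low library. The 20 genes were those left after the 19 were taken out, which by itself makes library b the highest more often. No background share was computed for being highest in library b. If single genes varied independently of each other, library b would be the low one in about 29.6% of cases, its share among the 108 such genes of the 4751 expressed ones, and 18 of 19 has an exact binomial p of 4.23e-09 (one-sided). The 108 genes include the 19 themselves, and library b was singled out in these same 19. The binomial p allows for neither, so it is only a rough guide. The depth of library b does not account for the pattern, since its size factor of 1.01 is above the 0.782 of library c. The genes may therefore share a source or a regulator that differed between the WT ovaries, and genotype alone would not lower them in a WT library. *CsRALF4*, which the paper's qPCR finds far higher in pollen than in ovary tissue, had 7, 3 and 12 reads in WT libraries a, b and c, too few to place it with these genes or apart from them. *CsRALF19* was highest in library b, and without that library its log2 fold change in the edgeR test was -3.20 (adjusted p = 0.0457). What the 18 genes have in common, and why library b stood apart, was not tested.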

How the results depend on the processing

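The alternatives named first were set before the data were examined. The count of 25 called genes stayed within 1.5 times under 11 of 12 alternatives, from 17 to 28 genes, and fell to 15 when only reference gene models were kept, with 4 higher and 11 lower. The genes lower in *Csalc*, 18, fell to 11 with an absolute log2 fold change of at least 1.5, an adjusted p under 0.01, the Bonferroni adjustment or the Benjamini-Yekutieli adjustment. The median and the ratio of totals lay at -0.01 and -0.05 on the log2 scale, so centring and rescaling moved too little to test the counts, and a pseudocount of 1 left them at 7 higher and 18 lower. At an adjusted p under 0.10, 27 genes were called, 25 of them in Supplementary Data 3. For single genes, the 4 alternatives of scaling and pseudocount change only the log2 ratio and keep the authors' p-value, so they do not test whether a call is stable. The *CsRALF19* ratio lay between -3.45 and -3.24 under them, and the *CsRALF4* ratio moved to -0.74 with a pseudocount of 10 because it has few reads.

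The share of the *CsRALF19* loss that the *CsRALF4* loss would account for at the paper's pollen ratio was 0.141%. It was 0.0950% with the paper's pollen tube ratio and 0.136% per coding sequence length. With 1 recovered library left out in turn it ranged from 0.0775% without WT library c to 0.233% without WT library b.

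The tests on recovered reads were added after the data were seen. In place of the authors' p-values, edgeR called 23 genes, 4 higher and 19 lower, and 442 genes had an unadjusted p under 0.05. Recovery of reads favoured falls. For means above 200 and up to 300, 2.84% of *Csalc* means but 100.0% of WT means had a single combination. Genes high only in *Csalc* were therefore mostly left out, and genes high only in WT were mostly kept. The balance of higher and lower genes in tests on single combinations is thus no measure of direction. It called 41 genes without a minimum mean, 32 of them lower, and 3 higher genes each with an overall mean of at least 10 and with TMM. The most even combinations gave 23 genes, 6 higher and 17 lower. The least even combinations, which by construction inflate the spread of every gene with several combinations, gave 1 gene, 1 lower and 0 higher, with 390 genes at an unadjusted p under 0.05. Of the 24 genes of Supplementary Data 3 covered by the least even combinations, 1 was called. DESeq2 called 34 genes, among them 18 of the 19 genes of Supplementary Data 3 it covered. *CsRALF19* lost its call with DESeq2 (log2 fold change -3.46, adjusted p = 0.0982) and with the least even combinations (-3.46, adjusted p = 0.920). Over these 7 tests its adjusted p ranged from 1.16e-05 to 0.920, and up to 0.0982 apart from the least even combinations. *CsRALF19* has a single combination, so its own reads were the same there. The edgeR test on the same genes with the most even combinations gave it an adjusted p of 0.0161. Its loss of the call with the least even combinations thus comes from the reads given to other genes.

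With 1 recovered library left out in turn, the edgeR count ranged from 11 genes without WT library c to 35 without *Csalc* library b. The *CsRALF19* log2 fold change ranged from -4.23 to -2.92, and its adjusted p passed 0.05 without *Csalc* library a (0.0967) and without WT library c (0.101). The cause was not tested for any of these changes except where the construction is named.

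No paired analysis was possible because the deposited columns are group means and the recovered libraries carry no replicate number. The alternatives planned for deposited counts of each sample (DESeq2, its size factors, and leaving out each replicate) were not run on such counts, and the added tests above took their place on the recovered reads. Genes with means above 700 have no recovered reads, so these tests say nothing about them. Most *Csalc* means from 200 to 700 have several combinations, and their genes enter only the tests with the most even and the least even combinations, which cover 12307 genes. There *CsALC* had a log2 fold change of -0.73 in both (adjusted p = 0.133 and 1.00) and *CsSPT* 0.13 in both (0.968 and 1.00).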

Differences from the paper's values

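No value differed from the paper's by more than 1.5 times, and the log2 ratios of all 28 genes in Supplementary Data 3 were the same within rounding. The paper gives the *CsRALF19* change as a positive log2 fold change of 3.46 for a decrease. On that scale, WT against *Csalc*, the value here is 3.46. The P of 3.49e-04 printed beside it in the paper is the adjusted p here, 0.000349, and the unadjusted p in the authors' deposited table is 1.61e-07.

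The paper states that its differentially expressed genes passed both a false discovery rate and a fold change larger than 2. With both thresholds, 7 genes were higher and 18 lower here, against the paper's 8 and 20. Csa6G513670, Csa3G132580 and Novel00225 changed 1.81-fold, 1.86-fold and 1.62-fold. With no fold threshold, an alternative set before the data were examined, 8 genes were higher and 20 lower, and all 28 are those of Supplementary Data 3.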

Other observations

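The tests on the name of the table and on pollen tube RNA were planned before the data were examined, and the test on unnormalized reads was chosen after.

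The deposited table is named for spt2, and *CsSPT* is a gene measured in the paper, so the table was checked for holding another mutant. All 28 genes of Supplementary Data 3 were in it with the same direction, and their log2 ratios differed by at most 4.90e-05. This shows that the table is the one the paper reports as *Csalc* against WT. The match cannot show which mutant was sequenced, because the list was drawn from the same values. The sample labels, however, give the mutant libraries the genotype *Csalc*-/-. *CsSPT* (Csa6G491000) had an authors' mean of 242 normalized counts in *Csalc* and 222 in WT, a log2 ratio of 0.13, with a p of 0.535 in the authors' deposited table. *CsALC* had a log2 ratio of -0.73, with a p of 0.000225 before and 0.142 after adjustment there. The paper reports normal *CsSPT* expression in *Csalc* ovaries from another experiment. Neither the *CsSPT* value nor the *CsALC* value decides the question by itself, since a frameshift need not change a transcript's level.

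*CsRALF4* (Csa6G199790) was close to the floor in these pollinated ovaries. Its reads in libraries a, b and c were 0, 3 and 0 in *Csalc* and 7, 3 and 12 in WT. With 3 reads in every *Csalc* library, the WT mean would still be 2.97-fold higher. This figure takes the WT mean as exact, rests on WT library c and is 1.71-fold without it. WT library b held as many reads as *Csalc* library b. In the edgeR test on recovered reads, the log2 fold change was -2.96 (standard error 1.10, adjusted p = 0.624), so a fall is not settled. The gene had a p of 0.0437 and an adjusted p of 1 in the authors' deposited table. A test for less pollen tube RNA in *Csalc* ovaries as the source of the *CsRALF19* decrease used this gene, because the paper's qPCR puts *CsRALF4* above *CsRALF19* in pollen (ratio 9.48) and pollen tubes (14.1) and far below it in transmitting tract (0.0162) and ovules (0.0129). From WT to *Csalc*, *CsRALF4* lost 7.38 normalized counts and *CsRALF19* lost 553, a ratio of 0.0133. With 1 library left out in turn, the ratio ranged from 0.00735 without WT library c to 0.0221 without WT library b. At the paper's pollen ratio, the loss of *CsRALF4* would account for 0.141% of the loss of *CsRALF19*. If the paper's ratio holds for tubes growing in the ovary, this argues against pollen tube RNA as the main source of the decrease, with all libraries and with each left out. The paper's qPCR sampled pollen, transmitting tract and ovules at anthesis, and pollen tubes soon after germination in culture. The ovaries here were taken at 32 h after pollination, with tubes grown in the pistil. The paper's qPCR and these counts are on different scales, and reads shared by the 2 paralogs stay open, since the paper's text does not give the counting method.

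The authors' normalization between the groups does not account for the *CsRALF19* decrease either. Before any normalization, the recovered reads of *CsRALF19* added up to 178 in the 3 *Csalc* libraries and 1710 in the 3 WT libraries, a log2 ratio of -3.26, with at most 109 reads in a *Csalc* library and at least 378 in a WT library. Centring on the median of expressed genes, -0.01, moved too little to test this. The 10 genes with the largest means took 4.12% of the total in *Csalc* and 4.21% in WT. These libraries alone leave open a lower expression of *CsRALF19* caused by the genotype, the biological explanation that the design names. The paper has other evidence on this point. By qPCR, *CsRALF19* was significantly lower in unpollinated *Csalc* ovaries, where no pollen tubes grow. In situ, its signal seemed weaker in the transmitting tracts of such ovaries, and CsALC activated its promoter in *N. benthamiana* leaves.

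Unannotated transcripts were over-represented among the differentially expressed genes. They were 7 of the 28 genes of Supplementary Data 3 but 3.18% of the 21675 genes with a p-value (odds ratio 10.2, Fisher's exact test, two-sided p = 2.12e-05). For one of them, Novel00478, the WT libraries a, b and c held 994, 81.0 and 397 normalized counts, a wide spread that the group mean of 490 does not show. No explanation was tested.

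Few of the authors' p-values were low. Of the genes with a p-value in the authors' deposited table, 2.86% had a p under 0.05 and 15.7% had a p above 0.9. A perfectly calibrated test gives 5% under 0.05 with no difference at all, but tests on 3 libraries against 3 can give less: in the simulated counts, 2.95% of the unchanged genes had a p under 0.05 with DESeq2 and 4.11% with edgeR. Whether the low share is unusual cannot be decided from this. The authors' test is not named, and the simulated counts used 1 dispersion, 0.1. Over the 6743 genes of the edgeR test on recovered reads, 3.37% had an authors' p under 0.05 against 6.55% in that test. DESeq2 on the same reads gave 4.45%, so both tests gave a higher share there.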
